# Impaired angiogenesis and tumor development by inhibition of the mitotic kinesin Eg5

**DOI:** 10.18632/oncotarget.1490

**Published:** 2013-10-26

**Authors:** Prisca Exertier, Sophie Javerzat, Baigang Wang, Mélanie Franco, John Herbert, Natalia Platonova, Marie Winandy, Nadège Pujol, Olivier Nivelles, Sandra Ormenese, Virginie Godard, Jürgen Becker, Roy Bicknell, Raphael Pineau, Jörg Wilting, Andreas Bikfalvi, Martin Hagedorn

**Keywords:** Angiogenesis, Eg5 kinesin, Mklp2 kinesin, VEGF, ispinesib

## Abstract

Kinesin motor proteins exert essential cellular functions in all eukaryotes. They control mitosis, migration and intracellular transport through interaction with microtubules. Small molecule inhibitors of the mitotic kinesin KiF11/Eg5 are a promising new class of anti-neoplastic agents currently evaluated in clinical cancer trials for solid tumors and hematological malignancies. Here we report induction of Eg5 and four other mitotic kinesins including KIF20A/Mklp2 upon stimulation of in *vivo* angiogenesis with vascular endothelial growth factor-A (VEGF-A). Expression analyses indicate up-regulation of several kinesin-encoding genes predominantly in lymphoblasts and endothelial cells. Chemical blockade of Eg5 inhibits endothelial cell proliferation and migration in *vitro*. Mitosis-independent vascular outgrowth in aortic ring cultures is strongly impaired after Eg5 or Mklp2 protein inhibition. *In vivo*, interfering with KIF11/Eg5 function causes developmental and vascular defects in zebrafish and chick embryos and potent inhibition of tumor angiogenesis in experimental tumor models. Besides blocking tumor cell proliferation, impairing endothelial function is a novel mechanism of action of kinesin inhibitors.

## INTRODUCTION

The ability of solid tumors to attract blood vessels (tumor angiogenesis) is one of the rate-limiting steps for tumor progression [1]. Vascular endothelial growth factor (VEGF-A) is a key hypoxia-induced angiogenic protein secreted by tumor cells acting on the endothelium to induce and sustain new blood vessel growth [2]. Neutralizing VEGF-A with drugs such as the humanized anti-VEGF-A antibody bevacizumab (Avastin) potently blocks tumor growth in numerous animal models. Associated with standard chemotherapy, bevacizumab is used worldwide against multiple cancer types and allows prolonged or progression-free survival. However, by far not all patients respond to anti-VEGF therapy and severe side effects such as hypertension and proteinuria have been reported, a fact which has led to the retirement of bevacizumab as a treatment for metastatic breast cancer [3]. It is therefore a challenge to explore the molecular networks that regulate blood vessel growth to identify novel druggable targets.

To discover novel downstream effectors of VEGF-A activity in the endothelium *in vivo*, we monitored global gene expression changes after application of recombinant human VEGF-A on the differentiated day-13 chick chorio-allantoic membrane (CAM) [4]. Numerous known genes associated with angiogenesis were up regulated by VEGF-A. Among the new ones, KIF4A, KIF11/Eg5, KIF15, KIF20A/Mklp2 and KIF23, all genes encoding mitotic kinesins, were consistently up regulated.

Kinesins make up a family of about 45 proteins in humans; at least 12 of them are implicated in mitosis [5]. KIF11 encodes the Eg5 protein, which is essential for cell division [6]. Murine Knsl1 (KIF11) null-embryos die prior to implantation between morula and blastocyst stage [7, 8]. KIF20A/Mklp2 exerts important functions during mitosis by ensuring cleavage furrow formation and cytokinesis [9].

First evidence that kinesin inhibition might be explored as a new anti-cancer strategy came in 2004 [10] and chemical inhibitors of Eg5 have been designed and tested with success against solid tumors in preclinical tumor models [11]. Consequently, there are increasing numbers of clinical trials investigating the efficacy of Eg5 inhibitors alone or associated with classical chemotherapy in hematological and solid malignancies [12]. There is a general consent that inhibitors of the mitotic kinesins, especially Eg5, have the potential to overcome side-effects associated with classical microtubule targeting agents such as Taxol, which include neutropenia, hair loss and peripheral neuropathy as well as resistance, thereby often limiting their usability [5, 13].

Mitotic kinesins have been studied in the context of cell division almost exclusively in tumor cells [12]. Beside their role in mitosis, an increasing number of reports point to the possibility that they may exert other biological functions. KIF11/Eg5 plays an important role in normal and cancer cell migration [14, 15]. Only recently, an important role of Eg5 in protein translation has been discovered [16] and KIF4A has been shown to be implicated in neuronal survival [17]. Since KIF11/Eg5 and KIF20A/Mklp2 are promising drug targets, we sought to investigate the impact of their respective inhibitors on angiogenesis, a process that is central to tumor progression.

## RESULTS

### VEGF-A-induced gene expression in vivo

Human recombinant VEGF-A induces growth of new capillaries inside the CAM within 24h (Fig. 1b, c). 

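The chorio-allantoic membrane (CAM) is the vascular membrane through which the chick embryo breathes, and has 2 epithelia, the chorionic and the allantoic. On day 13 of development a plastic disc with 3 µg of human VEGF-A was laid on it. Tissue was taken on day 14, 24 h later, where new capillaries were visible, so the VEGF-A tissue was picked for its vessels. RNA from 3 such CAMs was hybridised to 1 array each, and RNA from 3 control CAMs was pooled and hybridised to 1 array, so that 4 arrays enter every comparison. The spread between control CAMs was therefore not measured. The legend of Fig. 1 speaks of solvent and marks a disc on the control CAM, while the methods speak of normal CAMs. Whether an effect of disc and solvent is part of every ratio is therefore open. The authors' deposited values are linear signals of an Affymetrix chicken array, 1 per probe set, and the submitters' processing notes name GCOS 1.2. Every array has the same 2% trimmed mean of 100.0, while the median signal of the chicken probe sets was 19.1 for the control pool, 15.3 for VEGF CAM 1, 17.2 for VEGF CAM 2 and 15.7 for VEGF CAM 3. Of 38535 probe sets, 37693 are chicken probe sets, and 22616 of these passed a filter at the 40th percentile of the mean signal, which is a signal of 11.1. They include 10529 named genes, each represented by its probe set of highest mean signal. A log2 ratio of each VEGF-A CAM to the control pool was taken for every probe set. Means of the 3 ratios were tested by limma with a variance trend and Benjamini-Hochberg adjustment, which has 2 residual degrees of freedom here and takes the lone control array to vary like the VEGF-A arrays. A permutation test of 3 arrays against 1 cannot give a p below 0.25. Gene lists were tested against all other genes by camera, a test of the list as a whole, with a preset correlation between genes of 0.01. Of 24 lists, 13 passed an adjusted p of 0.05 this way and 0 did with a correlation estimated from the arrays. The second test has only the 2 residual degrees of freedom, so it can hardly pass a list and does not single out correlation between genes. The study's kinesins had an estimated correlation of -0.14, below the preset, and still went by camera from an adjusted p of 1.4e-06 to 0.25. Other lists lay above the preset, with 0.22 for G2/M and mitosis, 0.21 for blood endothelium and 0.76 for ribosomal proteins. For such lists the preset is below the correlation estimated from the arrays, so their camera p values with the preset may be too low.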

Chicken microarray analysis of angiogenic areas of three individual CAMs was performed. 

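PRCP, a lysosomal carboxypeptidase, had a signal of 287 in the control pool and of 1594, 1964 and 1930 in VEGF CAMs 1, 2 and 3. RRM2, a subunit of the reductase that makes deoxynucleotides, went from 292 to 1270, 1032 and 1033, and MCM5, part of the helicase that opens replication origins, from 67.1 to 256, 291 and 307. In the other direction, COX17, which carries copper to cytochrome c oxidase, had a signal of 1833 in the control pool and of 714, 823 and 880 in the VEGF-A CAMs. The mean log2 ratio was 2.67 for PRCP (standard error 0.29, limma adjusted p = 0.21) and 1.92 for RRM2 (standard error 0.30, limma adjusted p = 0.65). Over all probe sets past the filter, 1535 were more than 2-fold higher and 2092 more than 2-fold lower in at least 2 of the 3 comparisons. Arrays simulated with no effect of VEGF-A gave means of 1703 higher and 1560 lower where the control varied like 1 CAM. Where it varied like a pool of 3, the means were 1249 and 455. With the deposited scaling the higher count lay between the simulations and the lower count above both. Higher probe sets made up 42.3% of the calls by the 2-fold rule with the deposited scaling and 57.3% after quantile normalization. They made up 68.3% with each array centred on its median, which raised the ratios by a mean of 0.25 on the log2 scale. After either step the higher count lay above both simulated means and the lower count between them. The simulations were drawn from the deposited scaling only and were not redone after these steps. The place of the counts against the simulations thus depends on the scaling, and no effect of VEGF-A can be read from it. By limma, 0 probe sets were higher and 0 lower at an adjusted p under 0.05, with a lowest adjusted p of 0.0986, against 872 higher and 546 lower at an unadjusted p under 0.05. When the array of a VEGF-A CAM took the place of the control, the 2-fold rule gave between 1633 and 2517 higher and between 952 and 1507 lower probe sets. At this filter the count with the control was thus the lowest of the 4 for higher probe sets and the highest for lower ones. Stricter filters changed this order. The swaps used the deposited scaling only, where the control array has the highest median signal, and put a single CAM in the place of a pool. They therefore cannot separate the spread of a baseline from scaling or pooling. An offset of 32 added to every signal lowered the count of higher probe sets to 245. All 317 probe sets of Table S1 were among the 1535, and their median control signal was 85.5, against 7.18 for the others.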

317 probes showed significantly increased expression (more than 2-fold in at least two out of three comparisons; Table S1). Fold-changes of significantly regulated genes in VEGF-A-stimulated CAMs replicates showed strong correlation (Spearman R ranging from 0.7 to 0.78, P<0.0001 in all comparisons: VEGF CAM 1 vs. VEGF CAM 2, VEGF CAM2 vs. VEGF CAM 3, VEGF CAM 1 vs. VEGF CAM 3; Fig. 1d).

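TIE1, a receptor of blood endothelium, had log2 ratios to the control pool of 1.98, 1.44 and 2.15 in VEGF CAMs 1, 2 and 3. GJA5, a gap junction protein of arterial endothelium, had log2 ratios of 1.70 in VEGF CAM 1 and 1.84 in VEGF CAM 3, but -0.19 in VEGF CAM 2. COL6A3, a chain of collagen VI, went the other way, with 0.58, 2.32 and 1.42. None of these genes passed the test over the 3 CAMs (limma adjusted p = 0.65 for TIE1, 0.86 for GJA5 and 0.78 for COL6A3). Across the probe sets more than 2-fold from the control in both CAMs of a pair, Spearman's rho was 0.72 for VEGF CAMs 1 and 2 over 2183 probe sets, 0.73 for VEGF CAMs 2 and 3 over 1979, and 0.80 for VEGF CAMs 1 and 3 over 2158. These are correlations across probe sets, which are not independent replicates. The 2 ratios had the same sign in 91.5%, 91.0% and 96.1% of these probe sets. Every ratio has the same control array under it, and arrays simulated with no effect of VEGF-A gave a mean rho of 0.724 where the control varied like 1 CAM and of 0.398 where it varied like a pool of 3. Over all 22616 probe sets rho was 0.48, 0.47 and 0.62, against a simulated 0.465 for 1 CAM and 0.240 for a pool of 3, and the covariance of the log2 ratios was 0.477, 0.469 and 0.508, against 0.469 and 0.154. The range of the draws with 1 CAM was exceeded by VEGF CAMs 1 and 3 in rho beyond 2-fold, in rho over all probe sets and in this covariance, and by VEGF CAMs 1 and 2 in rho over all probe sets. In the covariance beyond 2-fold (3.42, 3.73 and 3.48 against 3.64) no pair exceeded it, while all pairs lay above the draws with a pool in every measure. The data do not say which simulation applies, and part of an excess over the pool may come from the shared control.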

**Figure 1:**
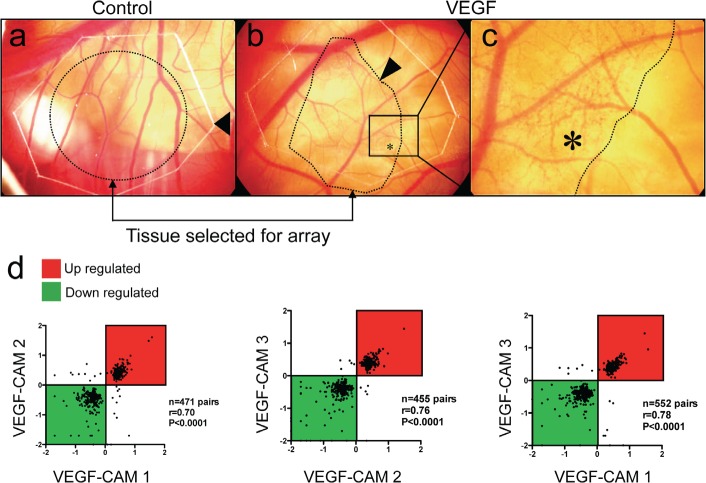
Affymetrix GeneChip screening for VEGF-A-induced genes during CAM vascularization Solvent or human recombinant VEGF-A was deposited on the differentiated CAM at day 13 of development. (a, b, c) 24h later, tissue with visible newly formed capillaries (asterisk in c) was isolated and further processed for mRNA isolation (n=3 CAMs per group). Control CAMs (a) did not show any vascular alterations (arrow: border of the carrier plastic disc). (d) To verify reproducibility of these experiments, fold-change values of genes regulated in VEGF-treated CAMs were plotted against each other for correlation analysis. Significant correlations (Spearmans r ranging from 0.7 to 0.78, P<0.0001) were found for all comparisons indicating that VEGF effects on the CAM were consistent.

An automated reciprocal blast search identified human orthologs of the 317 chick genes and an *in silico* prediction of endothelial vs. non-endothelial expression of these revealed those with expression enriched in endothelium [19, 25]. 206 human ortholog genes were identified and submitted to gene ontology (GO) using the DAVID interface (Table S2). 

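RACGAP1, which acts with KIF23 in cytokinesis, had a signal of 26.9 in the control pool and of 127, 114 and 82.2 in VEGF CAMs 1, 2 and 3. NDC80, which ties kinetochores to spindle microtubules, went from 85.3 to 470, 221 and 317, and CDCA3, a cell cycle gene, from 110.1 to 474, 395 and 266. Of 63 measured genes of G2/M and mitosis, 30 were more than 2-fold higher in at least 2 of 3 comparisons, 1 was more than 2-fold lower, and 32 were neither. The median log2 ratio of the list was 1.07 in VEGF CAM 1, 1.00 in VEGF CAM 2 and 0.69 in VEGF CAM 3. The list stood above the other genes by camera (adjusted p = 2.5e-20), while the test on 2 degrees of freedom did not pass (adjusted p = 0.28 with an estimated correlation). By limma, 19 of its genes were higher when adjusted over the list alone and 0 when adjusted over all probe sets past the filter. At an unadjusted limma p under 0.05, 35 were higher. Among the 568 genes more than 2-fold higher, the 30 mitosis genes are 8.83-fold more than their share of the 10529 genes tested. The odds ratio was 16.8 (one-sided Fisher's exact test, p = 7.0e-22). That test takes genes as independent, although all calls share 1 control array, so its p does not measure the spread between CAMs. Of the 63 genes 28, and of these 30 genes 26, are in Table S1, which had been read before the list was written, so the list is not independent evidence of its direction. Signal at the 3' end over the 5' end of actin, a sign of RNA quality, was 24.2 on the control array and 15.5, 19.7 and 22.9 on the arrays of VEGF CAMs 1, 2 and 3.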

Interestingly, GO terms associated with mitosis were highly significantly enriched (11.6-fold, FDR: 7.44×10^−13^). Another annotation cluster identified GO term “blood vessel development” (enrichment 5.5-fold, FDR 1.66×10^−4^). 

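The angiopoietin receptor TEK had log2 ratios of 2.03, 2.06 and 2.30 in VEGF CAMs 1, 2 and 3, with a mean of 2.13 (standard error 0.33, limma adjusted p = 0.65). PTPRB, a phosphatase of endothelial junctions, had 2.05, 1.53 and 1.34, over a dim control signal of 9.57. Of 36 measured markers and receptors of blood endothelium, 23 were more than 2-fold higher in at least 2 of 3 comparisons, 1 was more than 2-fold lower, and 12 were neither. The median log2 ratio of the list was 1.36 in VEGF CAM 1, 0.57 in VEGF CAM 2 and 1.22 in VEGF CAM 3. The list stood above the other genes by camera (adjusted p = 6.2e-12), while the test on 2 degrees of freedom did not pass (adjusted p = 0.28 with an estimated correlation). By limma, 8 of its genes were higher when adjusted over the list alone and 0 over all probe sets past the filter. At an unadjusted limma p under 0.05, 16 were higher. The 23 genes are 11.8-fold more than the list's share of the genes tested (odds ratio 32.3, one-sided Fisher's exact test, p = 5.3e-21), and for blood vessel genes among the genes over 2-fold higher the odds ratio was 6.71 without VEGF CAM 1 and 7.35 without VEGF CAM 3, where VEGF CAM 2 is one of the 2 comparisons asked for, but 42.1 without VEGF CAM 2 and 83.2 with the offset. As for the mitosis genes, Fisher's test takes genes as independent, and its p does not measure the spread between CAMs. Of the 36 genes, 18 are in Table 1 and 22 in Table S1, which the study chose on these arrays. The list is therefore not independent evidence of its direction. The other cell types of the CAM had medians between -0.24 for 35 epithelial markers and 0.56 for 10 lymphatic ones, and their difference from blood endothelium was not tested. In VEGF CAM 2 the lymphatic median of 0.59 and the fibroblast median of 0.63 were above that of blood endothelium. With each array centred on its median, the epithelial median turned to 0.02. The 3' to 5' ratio of GAPDH was 64.0 on the control array and 39.8, 52.0 and 62.1 on the arrays of VEGF CAMs 1, 2 and 3.

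**Figure D1:**
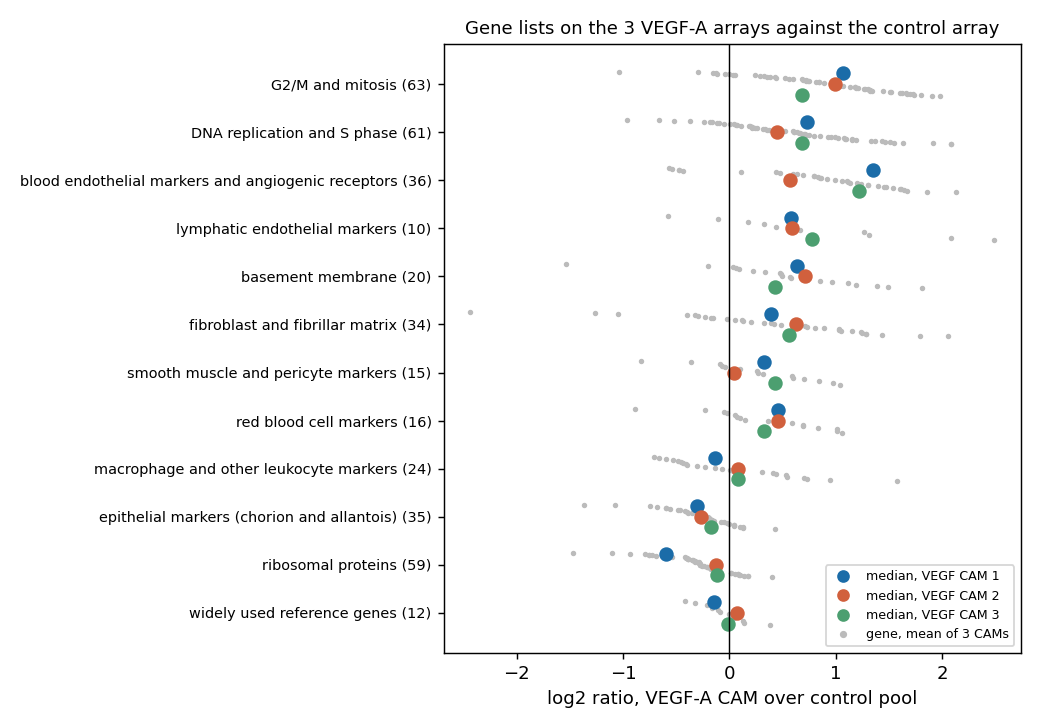
Log2 ratio of the 3 VEGF-A CAMs to the control pool (horizontal axis) for 12 gene lists (vertical axis, number of measured genes in brackets). Grey points are genes, as the mean of the 3 CAMs, and coloured points are the median of the list in each VEGF-A CAM. The blood endothelial median is 0.57 in VEGF CAM 2, below the 1.36 and 1.22 of the other CAMs, and the epithelial medians lie below 0 with the deposited scaling shown.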

A total of 53 single genes with human orthologs and preferential endothelial expression (q-value >0.5) were identified (Table 1). This list contained numerous key angiogenic regulators with known endothelial expression indicating that relevant biological material was isolated for microarray analysis.

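FLI1, a transcription factor of endothelial and blood cells, had a signal of 254 in the control pool and of 703, 617 and 774 in VEGF CAMs 1, 2 and 3. The VEGF-A receptors FLT1 and KDR went from 48.1 to 149, 191 and 112 and from 101 to 376, 194 and 395. CD34, a sialomucin of endothelium and blood progenitors, was at 461 in the control pool, 1381 in VEGF CAM 1 and 1347 in VEGF CAM 3, but 537 in VEGF CAM 2. SOX18, a transcription factor of endothelium, had a log2 ratio of 0.14 in VEGF CAM 2 and of 1.40 in VEGF CAM 1. The adhesion molecule PECAM1 had 0.16 in VEGF CAM 2 at its brightest probe set. Of the 2 others past the filter, 1 had 1.66, 0.84 and 1.21 in VEGF CAMs 1, 2 and 3. The last had 0.53 and 0.98 in VEGF CAMs 1 and 2, but -0.47 in VEGF CAM 3. Over the 3 CAMs the mean log2 ratio was 1.61 for FLT1, 1.61 for KDR, 1.45 for FLI1, 1.12 for CD34, 1.10 for LMO2, 1.06 for PECAM1, 0.92 for SOX18 and 0.84 for NRP1, with standard errors from 0.31 to 0.58 and limma adjusted p values from 0.65 to 0.85. As the mean of all its probe sets, of which 4 were below the signal filter, the ratio of KDR turned to 0.784. Of the 53 genes of Table 1, 41 were more than 2-fold higher in at least 2 of 3 comparisons at their representing probe set, 0 were lower, and 52 were higher at any of their probe sets. Their median log2 ratio was 1.14, by camera at an adjusted p = 9.4e-27 and at an adjusted p = 0.25 with an estimated correlation. By limma, 32 were higher when adjusted over the list alone and 0 over all probe sets past the filter. At an unadjusted limma p under 0.05, 36 were higher. The study chose these genes on the same arrays, so their direction is not independent evidence, and 30 of them are also in another list. The 3' to 5' ratios of actin, GAPDH and the elongation factor EF1a were higher on the control array than on each VEGF-A array. From the angiogenic regulators in its list, the paper infers that the material taken for the arrays was relevant.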

**Table 1:** Vascular gene expression program induced by VEGF-A

Human gene	Gene product	VEGF vs Control (mean)	q-value	Ratio ‰ EC-EST/Non-EC-EST
KIF11	kinesin family member 11	23.22	0.10	--
CENPL	centromere protein L isoform 2	4.56	0.29	--
TEK	TEK tyrosine kinase, endothelial precursor	4.39	0.01	--
CENPE	centromere protein E	4.05	0.29	--
ECSM2	hypothetical protein LOC641700	3.45	0.00	--
CD34	CD34 antigen isoform a	2.96	0.00	--
CLDN5	claudin 5	2.88	0.29	--
DPY19L1	dpy-19-like 1	2.65	0.02	--
MYCT1	myc target 1	2.59	0.00	--
ZNF521	zinc finger protein 521	2.59	0.00	--
CDH5	cadherin 5, type 2 preproprotein	2.54	0.00	--
SOX18	SRY-box 18	2.48	0.29	--
C13orf3	hypothetical protein LOC221150	2.28	0.29	--
SOX17	SRY-box 17	2.28	0.10	--
LMO2	LIM domain only 2	2.20	0.29	--
LIFR	leukemia inhibitory factor receptor precursor	2.08	0.00	--
PECAM1	platelet/endothelial cell adhesion molecule (CD31 antigen)	2.86	0.00	171.25
SEC14L1	SEC14 (S. cerevisiae)-like 1 isoform a	2.60	0.00	61.47
TIE1	tyrosine kinase with immunoglobulin-like and EGF-like domains 1	4.20	0.00	35.13
PDGFB	platelet-derived growth factor beta isoform 1, preproprotein	2.21	0.01	21.96
PRCP	prolylcarboxypeptidase isoform 1 preproprotein	6.37	0.00	17.56
RASGRP3	RAS guanyl releasing protein 3 (calcium and DAG-regulated)	2.97	0.04	17.56
PODXL	podocalyxin-like isoform 2 precursor	2.27	0.00	13.17
NRP1	neuropilin 1 isoform a	2.42	0.00	12.55
MYO1C	myosin IC isoform c	3.25	0.00	11.86
ELK3	ELK3 protein	2.07	0.01	10.25
LAMA4	laminin, alpha 4 isoform 1 precursor	2.68	0.00	9.27
KDR	kinase insert domain receptor (a type III receptor tyrosine kinase)	3.19	0.29	8.78
CDH13	cadherin 13 preproprotein	2.41	0.10	8.78
IFNGR1	interferon gamma receptor 1 precursor	2.05	0.29	8.78
USP1	ubiquitin specific protease 1	3.29	0.26	6.59
SEC24C	SEC24-related protein C	2.71	0.05	6.59
C14orf108	chromosome 14 open reading frame 108	2.20	0.05	6.59
SERPINH1	serine (or cysteine) proteinase inhibitor, clade H, member 1 precursor	2.24	0.00	6.23
KIAA1671	KIAA1671 protein	2.41	0.18	5.85
FLI1	Friend leukemia virus integration 1	2.75	0.32	4.39
MKI67	antigen identified by monoclonal antibody Ki-67	2.55	0.26	4.39
BUB1	BUB1 budding uninhibited by benzimidazoles 1 homolog	2.50	0.44	4.39
TM4SF18	transmembrane 4 L six family member 18	2.34	0.44	4.39
NUSAP1	nucleolar and spindle associated protein 1 isoform 2	3.06	0.12	3.84
KIF20A	kinesin family member 20A	3.66	0.26	3.66
DOCK9	dedicator of cytokinesis 9	4.73	0.30	3.51
AKAP12	A-kinase anchor protein 12 isoform 2	2.62	0.25	3.29
RRM1	ribonucleoside-diphosphate reductase M1 chain	2.60	0.07	3.22
PDE4B	phosphodiesterase 4B, cAMP-specific isoform 2	3.89	0.29	3.14
LMBR1	limb region 1 protein	2.43	0.29	3.14
PSMD1	proteasome 26S non-ATPase subunit 1	2.91	0.02	3.05
				
CLIC2	chloride intracellular channel 2	2.43	0.29	2.93
PRPF8	U5 snRNP-specific protein	2.10	0.07	2.85
NUP93	nucleoporin 93kDa	2.84	0.26	2.79
RBBP4	retinoblastoma binding protein 4	1.85	0.29	2.56
AMD1	S-adenosylmethionine decarboxylase 1 isoform 1 precursor	2.08	0.46	2.51
GOT2	aspartate aminotransferase 2 precursor	2.50	0.02	2.45

In silico endothelial-enriched ortholog genes (q-value <0.5) regulated more than 2-fold in at least 2 of 3 comparisons are shown (n=53). As expected, and consistent with active vascular network formation, numerous key angiogenic regulators were induced, such as TEK, CD34, SOX18, LMO2, PECAM1, NRP1, FLI1 and KDR (italicized). Also note induction of mitotic kinesins, KIF11 (encoding Eg5) and KIF20A (in bold). 317 probe sets with significant increase after VEGF-A stimulation in at least two out of three comparisons are shown in Supplemental Table S1.

One of the genes with strong up-regulation and specific prediction of endothelial cell over-expression was KIF11 (coding for the Eg5 protein), a molecule that has not yet been studied in the context of angiogenesis. 

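KIF11, the motor that slides spindle microtubules apart, had a signal of 146 in the control pool and of 330, 371 and 388 in VEGF CAMs 1, 2 and 3 at its brighter probe set. The mean ratio was 2.48 ± 0.20 (SD, n = 3 CAMs). The mean log2 ratio was 1.31 (standard error 0.31, limma adjusted p = 0.65 over all probe sets past the filter). Its other probe set read 86.1, 51.9 and 20.7 in the VEGF-A CAMs over a control signal of 2.29, below the floor of 2.95, so that its ratio can be read only as a bound set by the background. KIF20A, which acts in cytokinesis, went from 45.1 to 157, 193 and 145 (mean log2 ratio 1.86, standard error 0.35, limma adjusted p = 0.65). Among 9 other measured kinesins with a mitotic role, 3 were more than 2-fold higher in at least 2 of 3 comparisons, 1 was more than 2-fold lower and 5 were neither. Of the 3, CENPE, a kinetochore motor, had a mean log2 ratio of 1.55 and KIF20B, a motor of cytokinesis, of 1.38, while KIF14 had a control signal of 1.66, also below the floor. KIF2B had -1.41. The median of these 9 genes was 0.37 (camera adjusted p = 0.012, and adjusted p = 0.28 with an estimated correlation), and the call was lost without VEGF CAM 1 (adjusted p = 0.087 for other kinesins with a mitotic role). By limma, 0 passed when adjusted over the list alone, with 3 at an unadjusted p under 0.05. Of 18 measured kinesins of transport and other roles, 1 was higher and 1 lower by the 2-fold rule, the median log2 ratio was 0.01 (camera adjusted p = 0.56), and 0 passed limma when adjusted over the list alone or at an unadjusted p under 0.05. The 3' to 5' ratio of the elongation factor EF1a was 8.74 on the control array and 5.74, 6.65 and 7.38 on those of VEGF CAMs 1, 2 and 3.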

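On the arrays, KIF4A, a chromosome-bound motor, had a signal of 906 in the control pool and of 1702, 2202 and 1549 in VEGF CAMs 1, 2 and 3. KIF15, a spindle motor, went from 47.6 to 133, 113 and 116, and KIF23, a motor of the midbody, from 164 to 516, 306 and 332. The reference HNRPH1, an RNA-binding protein, was at 2986 in the control pool and at 3070, 3467 and 3312 in the VEGF-A CAMs. The mean ratio to the control was 2.01 ± 0.38 (SD, n = 3 CAMs) for KIF4A, 2.53 ± 0.24 for KIF15 and 2.34 ± 0.70 for KIF23. The mean log2 ratio was 0.99 for KIF4A (standard error 0.31, limma adjusted p = 0.69), 1.34 for KIF15 (standard error 0.35, limma adjusted p = 0.66) and 1.19 for KIF23 (standard error 0.39, limma adjusted p = 0.69). For HNRPH1 it was 0.14 (standard error 0.25, limma adjusted p = 0.91), and -0.42 as the mean of its probe sets, of which 1 went from 170 to 52.9, 79.4 and 51.2. The other probe sets past the filter had mean ratios of 1.97 and 1.84 for KIF4A and 9.27 for KIF23. For KIF15 they were 5.53, 5.76 and 0.370. The 9.27 stands over a dim control signal of 3.80, and the 5.53 and 5.76 over 13.3 and 4.97. The KIF15 probe set at 0.370 went from 21.3 to dim signals of 5.74, 10.3 and 7.59 in VEGF CAMs 1, 2 and 3. The size of these KIF15 and KIF23 ratios therefore depends on the background. Of the 5 kinesins named by the study, 4 were more than 2-fold higher in at least 2 of 3 comparisons and 0 were lower. By limma, 5 were higher when adjusted over the list alone and 0 over all probe sets past the filter. At an unadjusted limma p under 0.05, 5 were higher. The list stood above the other genes by camera (adjusted p = 1.4e-06, and adjusted p = 0.25 with an estimated correlation), but the study picked these genes on the same RNA and 4 of them are in Table S1, so they are not independent evidence. KIF4A is named here through a synonym, since the RefSeq table calls its gene KIF4B.

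**Figure D2:**
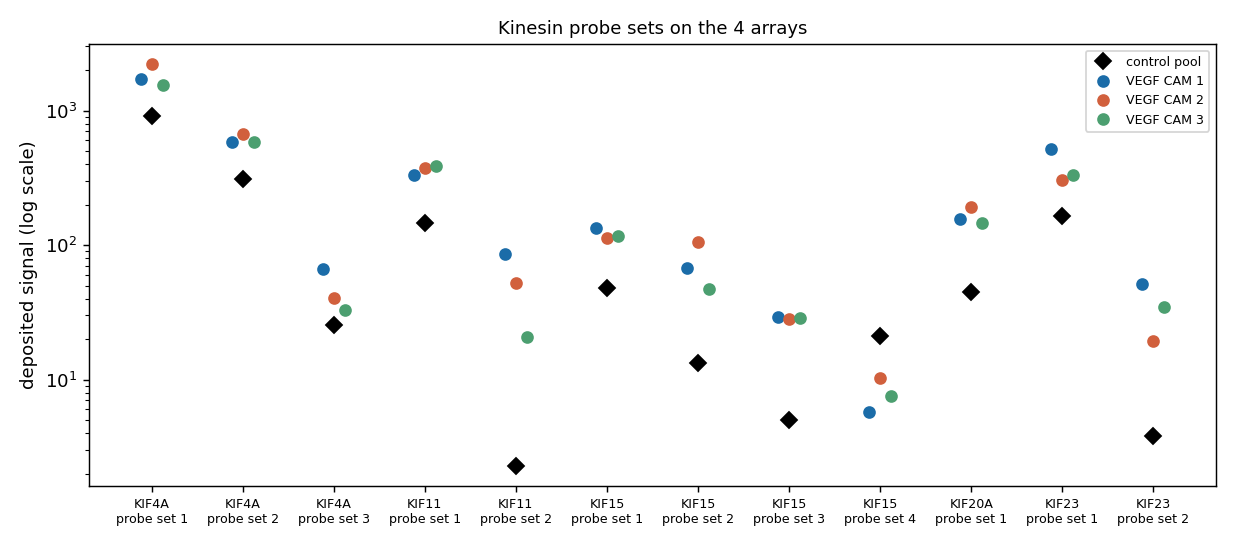
Deposited signal (vertical axis, log scale) of each probe set of the 5 kinesins past the signal filter (horizontal axis, numbered from the brightest). Black diamonds are the control pool and coloured points the 3 VEGF-A CAMs, 1 array each, so no error can be drawn. All VEGF-A points lie above the control except at 1 KIF15 probe set, where the control is at 21.3.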

Up-regulation of a total of five kinesins by VEGF-A was confirmed by semi-quantitative qPCR and was 4.79 for KIF4A, 3.8 for KIF11, 6.25 for KIF15, 5.58 for KIF20A and 2.95 for KIF23 using HNRPH1 as normalizer because its expression did not differ between control and VEGF-treated CAMs (Supplemental Table S1, last line). Increased production of Eg5 protein was further confirmed *in vitro*, after stimulating HUVECs with VEGF_165_ protein. Increase in Eg5 protein could be abolished by simultaneous application of the neutralizing anti-VEGF antibody Avastin (Fig. S1).

### Kinesin expression and localization

We performed an *in silico* bioninformatic screen [25] on all genes encoding kinesins. Eight out of 38 kinesin transcripts showed enrichment in the endothelial EST pool more than two-fold, including the VEGF-A-induced kinesins KIF11, KIF15 and KIF20A (Table S3).

In freshly isolated human foreskin, Eg5 staining overlapped to a great extent with that of CD31, indicating that blood endothelial cells strongly express Eg5 protein (Fig. 2a). Lymphatic vessels identified by podoplanin immunoreactivity were also Eg5 positive (Fig. 2b). Immunohistological analysis of human glioblastoma samples revealed staining of Eg5 in endothelial and tumor cells (Fig. 2c). In renal cell carcinoma, predominant staining was observed in capillaries (Fig. 2d). Mklp2/KIF20A protein showed an even stronger expression in endothelial cells in several normal tissues (heart, placenta, endometrium, oral mucosa; Fig. S4a-d) and glioblastoma vessels (Fig. S4e, f). KIF20A transcripts were found mostly in ECs in glioblastoma (n=4 patients, arrows; Fig. S4h), matching the vascular localization of CD31 (Fig. S4g). All five VEGF-induced kinesins are over expressed in a large number of human malignancies as evidenced by Oncomine analysis (Fig. S2a). In small cell lung cancer, fibrosarcoma and glioblastoma, these kinesins are found up regulated, compared to normal tissue (Fig S2b-d). We further focused on KIF11 and KIF20A expression in glioblastoma and found general over-expression in this pathology in two additional studies (Fig S3, left graphs). When expression values were plotted individually per patient, a heterogeneous expression pattern was revealed with about one third of patients under- expressing KIF11 and KIF20A, whereas two-thirds of patients over-express both genes (Fig S3, right graphs).

**Figure 2:**
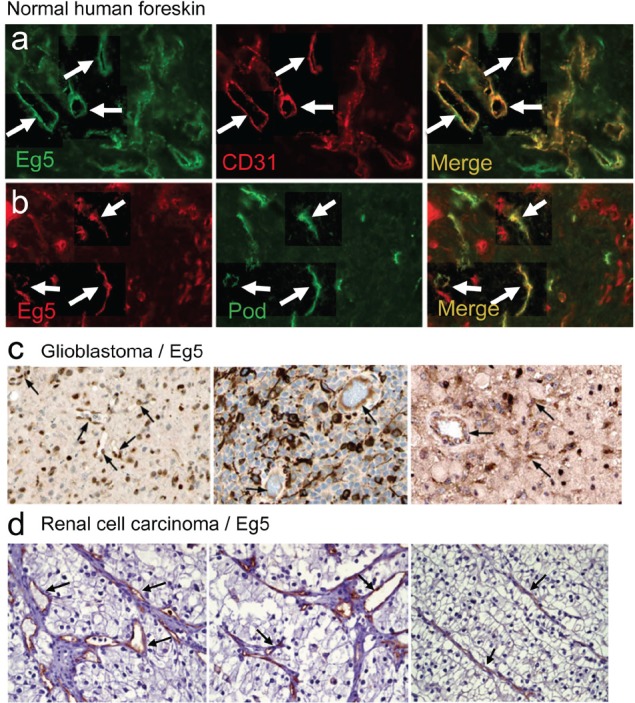
Eg5/KIF11 expression studies in normal and cancerous tissues

(a, b) Sections of human foreskin were double-stained with anti-Eg5 and either anti-CD31 or anti-podoplanin antibodies. CD31-positive blood capillaries were also positive for Eg5 (arrows). (b) Colocalisation of Eg5 and podoplanin was also observed in lymphatic vessels (arrows). (c) Immunohistological staining reveals also expression of Eg5 in tumor blood vessels in three different glioblastoma patients (arrows). (d) Strong vascular expression for Eg5 is also found in renal cell carcinoma patients (arrows).

To further shed light on the co-expression of the five kinesins, we performed co-expression analysis using KIF11 gene as bait (Fig. S5a). Expression was low in normal brain, but elevated in anaplastic oligodendroglioma (French_brain study^1^) and all five kinesins were highly co-expressed (correlation from 0.903 for KIF4A to 0.872 for KIF15; black arrows). Similar co-expression could be evidenced in a glioblastoma study (Freje_brain study; Fig. S5b). Co-expression could be linked to other pathological features such as the vascularization state of a tumor, as evidenced in the Wurmbach_liver study for hepatocellular carcinoma: KIF11, KIF4A and KIF15 were strongly co-expressed with KIF20A (>0.8; Fig. S6) and expression levels increased with the degree of vascularization and were highest in tumors with macroscopic vascular invasion.

1Oncomine nomenclature to identify original studies. Detailed reference can be found at www.oncomine.org.

We also used data provided by the BioGPS project [26] to compare KIF11 and KIF20A expression in 84 human tissues and cell lines. Only 8 cell lines had relative KIF11 mRNA levels higher than 20 (Fig. S7), highest levels were found in 721_B_lymphoblasts (274.8), followed by other lymphoblastic lines and CD105^+^ and CD34^+^ endothelial cells (167.95 and 64.75). Highly comparable data were found for KIF20A, relative expression values of KIF11 and KIF20A were highly correlated (Spearman r=0.8492, P<0.0001). These expression data point to a potential role of kinesins in the angiogenic process.

### Eg5 blockade inhibits proliferation of endothelial cells and tumor cell lines

Growth of HUVECs and LECs was inhibited by dimethylenastron (DMN) in a dose- and time-dependent manner (Fig. 3a-c). Inhibition became evident after 72h of treatment with first effects at 0.5 μM and maximal effects at 1 μM. Significant growth inhibition at doses from 0.5 to 1 μM was also observed in the brain microcapillary endothelial cell line hCMEC/D3 (Fig. 3d), and bovine aortic endothelial cells (BAE) stimulated with VEGF-A or FGF-2 in reduced growth medium (Fig. 3e). Eg5 blockade at 1 μM led to complete growth inhibition after 72h, regardless of the type of mitogen used (Fig. 3i). Similar inhibition was observed in the human malignant glioma cell lines U87 and T98G (Fig. 3f, g), the murine glioma cell lines GL261 (Fig. 3h), and five different neuroblastoma cell lines (Fig. 3i).

**Figure 3:**
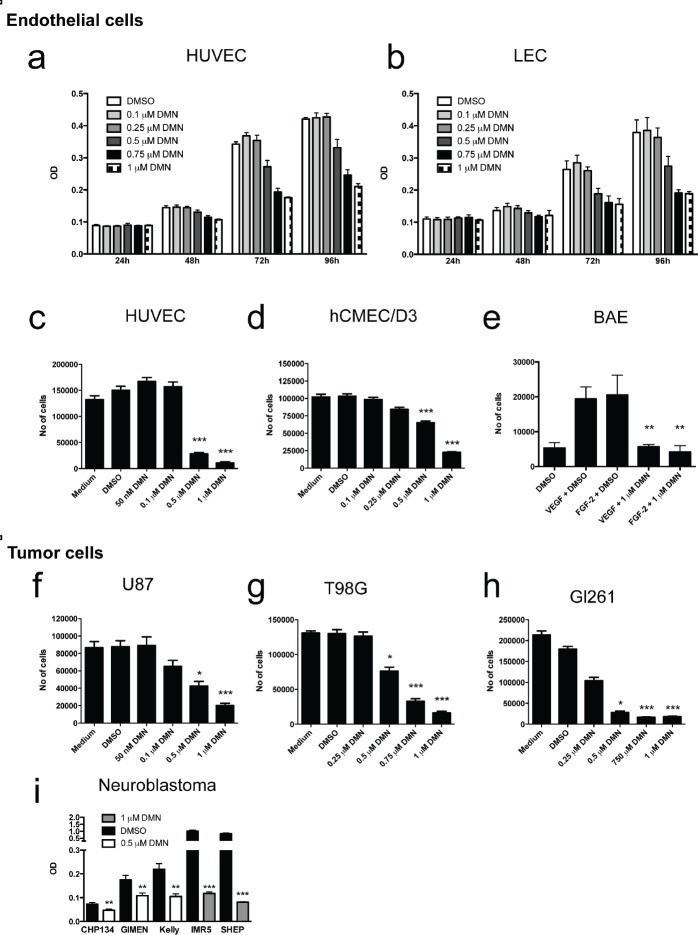
Chemical inhibition of Eg5 in normal and malignant cells

(a, b) Specific inhibition of Eg5 by dimethylenastron (DMN) leads to a dose-dependent blockade of cell proliferation in both, blood (HUVEC) and lymphatic endothelial cells (LEC). (c, d) Nearly complete inhibition is achieved in HUVECs and human brain endothelial cells (hCMEC/D3) after 72h at 1 μM (P<0.0001) in the presence of serum. (e) Eg5 inhibition blocks endothelial cell proliferation regardless the mitogen used for stimulation (FGF-2 or VEGF) in bovine aortic endothelial cells (BAE; P<0.005). (f-h) Human and murine glioma cell proliferation is inhibited with comparable efficacy. (i) Growth of five neuroblastoma cell lines is also significantly inhibited in the presence of 0.5 or 1 μM DMN.

### KIF11/Eg5 and KIF20A/Mklp2 inhibition interferes with in vitro angiogenesis in the absence of mitosis

Strong perturbation of in vitro angiogenesis was observed after Eg5 blockade using two specific inhibitors, dimethylenastron (DMN; Fig. 4b) and ispinesib (ISP; Fig. 4c and Video 1), whereas solvent-treated cultures were not affected (Fig. 4a and Video 2). Inhibition was observed with ispinesib at both doses (5 and 10 μM). Number of vascular chords was reduced by 2-fold, branching points by nearly 90%, independent chords increased 3-times and number of loops was reduced by 90% (Fig. 4e-h). Less potent inhibition was observed with the Eg5 inhibitor DMN (Fig. 4e-h). Chemical blockade of Mklp2/KIF20A protein using paprotrain also inhibited chord formation (Fig. 4d), albeit at higher doses (20 μM) and to a lesser extent than the KIF11/Eg5 inhibitors (Fig. 4e-h). Mitosis is a very rare event in our assay conditions (Fig. S8). These results demonstrate that kinesin inhibition affects biological processes relevant for angiogenesis, which are distinct from mitosis.

**Figure 4:**
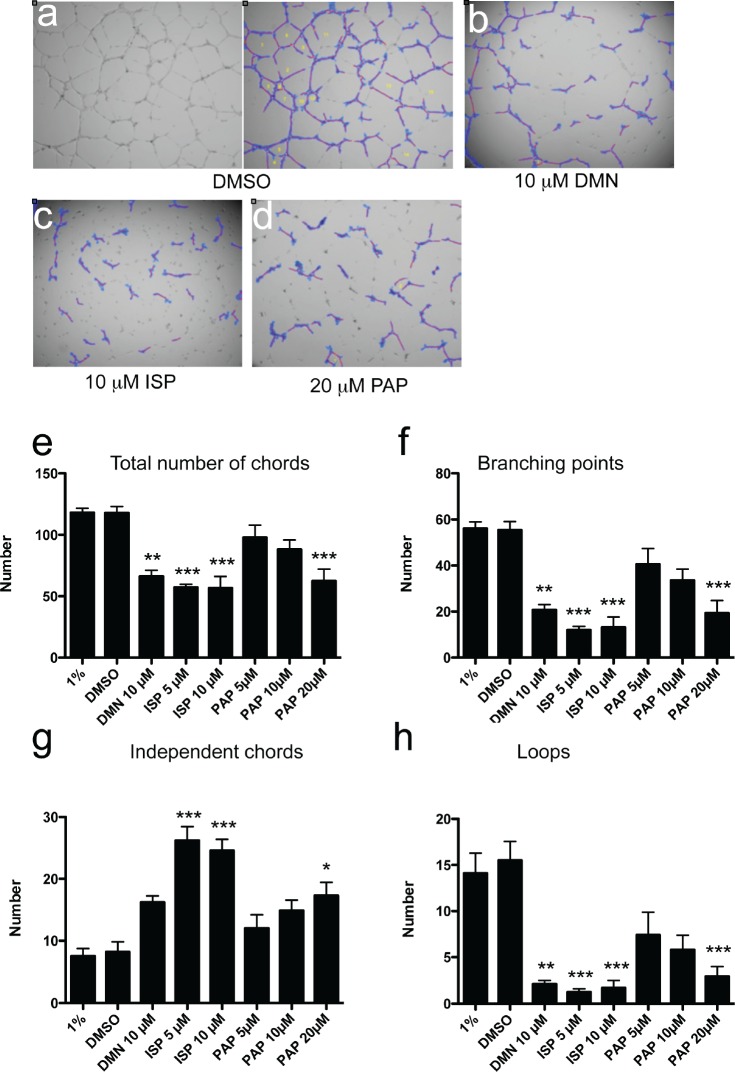
Inhibition of Eg5 or KIF20A protein function impairs in vitro angiogenesis in the absence of mitosis

(a-d) HUVECs grown on matrigel received indicated treatments. They were photographed at 4× magnification after 14h and morphologically annotated by the WIMASIS platform (ISP = Ispinesib; DMN = dimethylenastron; PAP = paprotrain; a) left image: unprocessed raw data, right image: automated annotation by WIMASIS). (e-h) Morphological parameters characteristic of *in vitro* angiogenesis are significantly reduced by chemical inhibition of Eg5 or Mklp2 protein.

### Kinesin inhibition affects endothelial cell adhesion, spreading and migration

Vascular chord formation requires cell adhesion and migration. Eg5 function is required for proper cell adhesion of HUVECs plated on different matrix proteins. Ispinesib-treated cells (5 μM) adhered poorly and detached after washing prior to Coomassie staining (Fig. S9a). Cells appeared more rounded and phalloidin staining revealed an altered organization of the actin cytoskeleton, with an appearance of cortical actin and strong reduction of stress fibers (Fig. S9b). Quantification of the number of spreading cells revealed a significant decrease after Eg5 blockade using ispinesib (P<0.0001, Fig. S9c). Endothelial cell migration was measured over an 18h time period. Migrating HUVECs in serum and DMSO control wounds covered around 90% of the denuded area (Fig. S10a, b), whereas Ispinesib-treated cultures were covered by 36% and paprotrain cultures only by 28% (P<0.0001; Fig S10c). A comparable result was obtained in a second series of experiments after siRNA-mediated knock-down of KIF11 in HUVECs. Wound closure after 20h of migration was reduced by 31% compared to control cultures (P=0.0007; Fig. S10d).

### Vascular outgrowth in the mouse aortic ring assay is inhibited by kinesin blockade

We next tested effects of Eg5 and Mklp2 inhibition in an *ex vivo* angiogenesis model where spontaneous vascular growth occurs after incubation of aortic rings in matrigel [27]. After 8 days of treatment, vascular outgrowth around rings was significantly inhibited at ispinesib doses as low as 50nM (P<0.0001; Fig S11a, b), whereas paprotrain-mediated inhibition was effective only around 20μM (P<0.001; Fig. S11a, c).

### kif11/Eg5 is required for CAM development and physiological hematopoiesis and angiogenesis in zebrafish

DMN injection into the allantoic vesicle at Hamburger&Hamilton stage 21 (HH21) embryos completely inhibited expansion of the vesicle (HH24; Fig 5b, c). Only a rudimentary tissue mass with a primitive vascular network developed. This effect was consistent in all DMN-injected embryos, control embryos showed normal growth of the allantoic vesicle (arrows, Fig. 5a).

**Figure 5:**
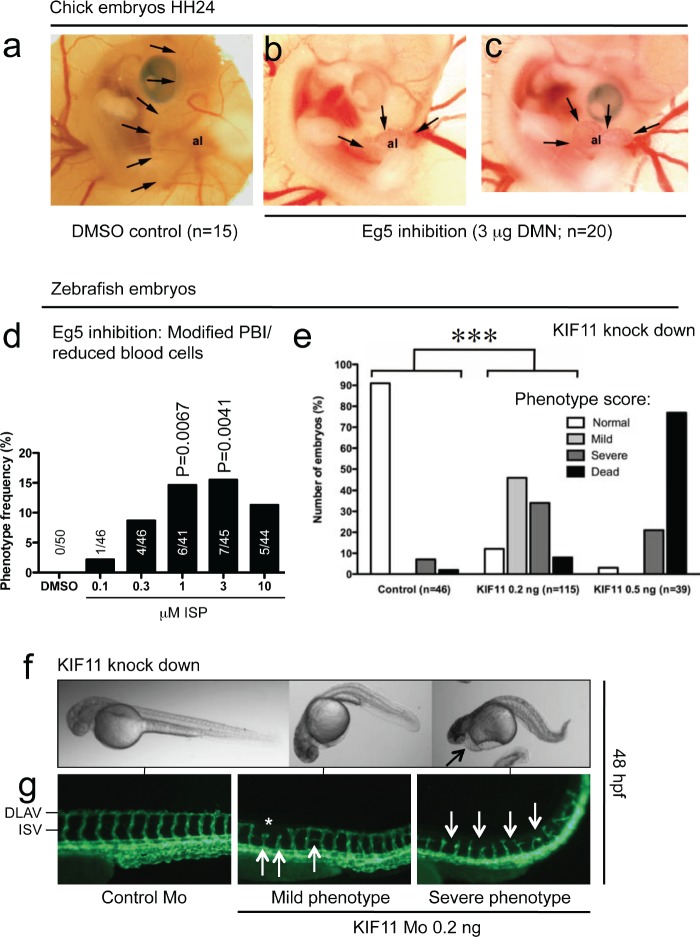
Effects of kinesin blockade in chick and zebrafish embryos (a) Control chick embryos showed normal expansion of the allantoic vesicle (al) at day 4.5 (HH24). Arrows point to the border of the vesicle. (b, c) Eg5 inhibition leads to complete arrest of CAM development; only a rudimentary tissue with a primitive vascular network develops. (d) Blockade of Eg5 function using ispinesib (ISP) from 24 to 48 hpf leads to a significant increase of embryos with modification of the posterior blood islands (PBI) or reduction of blood cells at 1 and 3μM. (e) Phenotype-score of Tg(kdrl:EGFP)^s843^ embryos injected with indicated morpholinos (Mo) at 48 hpf. At doses higher than 0.5 ng, most embryos die and show severe edema and circulation defects. (e, f) At 0.2 ng, 46% of embryos displayed a mild phenotype with a curved and shortened tail and normal circulation, 34% had severe circulation defects, including pericardial edema (arrow), and 8% of embryos were dead (70× magnification). (g) Fluorescence micrographs of control and *kif11* morphants (115× magnification). Asterisk and arrows denote random vascular defects. DLAV = dorsal longitudinal anastomotic vessel, ISV = intersomitic vessels.

In normal zebrafish embryos, embryonic lethality was only observed in the ISP treatment groups, ranging from 8% at 0.1 μM, up to 18% at 1 μM. Analysis of live embryos revealed changes in the morphology of the posterior blood islands (PBI) as well as a reduction of circulating blood cells (Fig. 5d). This phenotype did not occur in control embryos, but up to 15% of embryos displayed these modifications at 1 μM (P=0.0067) and 3 μM ISP (P=0.0041), suggesting that the developing hematopoietic system is sensitive to Eg5 inhibition.

We therefore examined expression of *kif11* in 24hpf embryos; a time point where a transient wave of hematopoiesis takes place in the PBI and circulation begins [28]. A *fli1* probe visualized cellular components of the developing blood vascular system, including the PBI. The *kif11* probe labeled various cellular components of the embryo with different intensities; strong staining was evident in the PBI and PCV (posterior cardinal vein), where a partial co-localisation with the *fli1* signal was observed (Fig. S12a).

Morpholino-mediated knock down of the *kif11* gene in the transgenic Tg(kdrl:EGFP)^s843^ line had severe effects on embryonic morphology and survival (Fig. 5e). Whereas almost all control morpholino embryos developed normally, the number of dead and affected embryos increased even at a morpholino dose of 0.2 ng (P<0.005; 0.2 ng vs. controls). At 0.5 ng, effects were even more severe and 70% of embryos were dead. At the lower dose, embryos appeared curved and severe phenotypes had pericardial edema (Fig. 5f, arrow). Various morphological defects occurred in the developing vasculature, ranging from shortened inter-somitic vessel (ISV) sprouts (Fig. 5g; first two arrows), discontinuity of the dorsal longitudinal anastomotic vessel (DLAV) (asterisk, mild phenotype) and branching defects (third arrow). Embryos with severe phenotypes had complete absence of the DLAV and shortened and distorted ISV sprouts (arrows; more examples are shown in Fig. S12b).

These results – together with the high expression levels of KIF11 in hematopoietic and endothelial cells – suggest that Eg5/KIF11 might be a novel target for anti-angiogenic therapy in pathological settings.

### Interfering with KIF11/Eg5 function reduces tumor angiogenesis

Experimental gliomas grown on the chicken CAM are accessible to topical treatment with chemical tyrosine kinase inhibitors such as imatinib mesylate or PTK787 [23]. During the three-day anti-Eg5 treatment period, no measurable tumor size reduction occurred. However, biomicroscopic observation of the tumors at day 4 showed increasing whitish areas at the tumor surface (Fig. 6a-d). These areas contain necrotic cells, as confirmed by subsequent histology (Fig. 6f-h). Immunohistological analysis of the tumors showed reduced numbers of angiogenic capillaries after treatment with a single dose of DMN per day (Fig. 6f). This effect was much stronger after two DMN doses; the tumors were almost completely devoid of blood vessels, whereas tumor cells apart from the necrotic areas appeared normal (Fig. 6g). Tumor cell morphology evidenced by vimentin staining was not altered by DMN treatment, even at the highest doses. Two treatments of ispinesib caused widespread destruction of cellular components of the tumor as evidenced by non-specific staining of dead cells for *sambucus nigra* agglutinin (SNA lectin), clearly visible below the surface (Fig. 6h). A significantly higher number of ispinesib-treated tumors were found in the poorly vascularized group (P<0.005) and accordingly, only a small number of ispinesib-treated tumors were classified in the highly vascularized group (P<0.005; Fig 6i).

**Figure 6:**
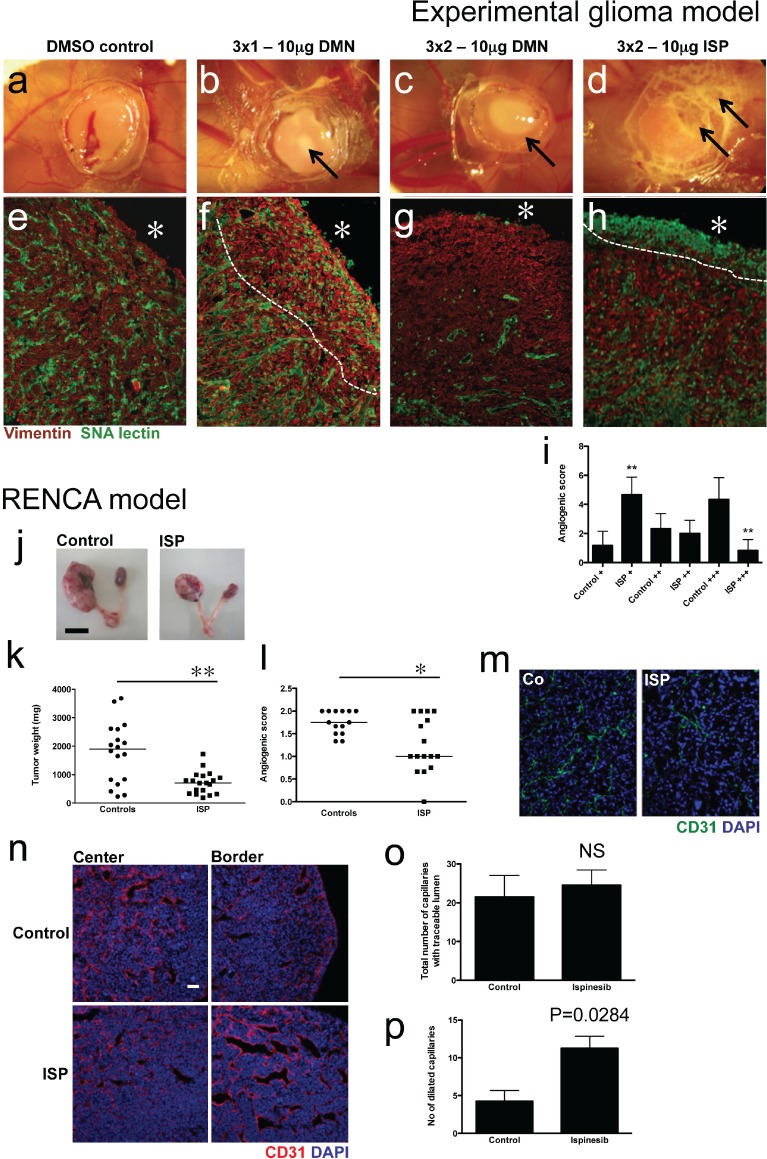
Eg5 inhibition reduces tumor angiogenesis in experimental tumor models (a-d) U87-derived gliomas on the CAM were treated with indicated doses of Eg5 inhibitors. Biomicroscopy images were taken at day 4 of tumor development. Note visible induction of necrosis (arrows in b-d) at the tumor surface after Eg5 inhibition. (e-f) Immunohistological examination of experimental glioma. A dense vascular network occurred in control tumors, whereas Eg5 inhibition leads to reduced tumor angiogenesis underneath the tumor surface (asterisk), denoted by the dashed line (f), especially at two treatments of DMN (g) or ISP (h) per day. (i) A significantly higher number of poorly vascularized tumors (+) was within the ISP-treated group, whereas few tumors treated with ISP appeared highly vascularized (+++). (j) Ispinesib also reduced tumor size (representative tumors are shown); (k) weight (P= 0.0037) and (i) vascular density (P=0.0184) in an orthotopic renal cell carcinoma model. (j). Short-term treatment (48h) with ispinesib lead to a significant increase of dilated capillaries (P=0.0284; n, p) whereas overall vascular density remained unchanged (NS; o).

In a murine tumor model, RENCA cells implanted orthotopically in kidneys give rise to highly aggressive and fast growing tumors with tumor weights of up to 4 g after a 3-weeks period (median 1.9 g; Fig. 6j, k). Twice-weekly treatment with ispinesib potently reduces tumor weight (median 708 mg; P=0.0037) and tumor angiogenesis (P=0.0184; Fig. 6l, m).

When established tumors were treated for 48h with ispinesib, no growth reduction or effect on vessel density was observed (Fig. 6n, o). However, tumor vessel in treated animals appeared more dilated and had a significantly higher number of dilated vessels (Fig 6p; P=0.0284).

## DISCUSSION

It is widely accepted that the secreted growth factor VEGF-A and its transmembrane receptors, are key regulators of embryonic and pathologic angiogenesis [2]. The angiogenic switch is a key event during tumor progression [1] and there has been much hope that anti-VEGF-A therapies may inhibit tumor growth significantly. In practice, anti-VEGF strategies have their limitations, due to a limited number of therapy responders, severe side effects of the VEGF-targeting antibody Avastin and raising concerns about the high costs of such treatment [3]. However, VEGF-A is a major proangiogenic factor *in vivo*, and therefore, it is of crucial importance to identify new druggable targets, which are associated with its downstream functions.

We chose the chick embryonic day-13 chorio-allantoic membrane (CAM), since human VEGF-A specifically induces angiogenesis in this tissue [4]. A global analysis of regulated angiogenesis genes *in vivo* is more reliable than *in vitro* transcriptome analysis of angiogenic endothelial cells, since major molecular differences have been found when endothelial cells are studied separated from their normal tissue context [29, 30].

Numerous genes up-regulated by VEGF-A have not yet been studied in the context of angiogenesis such as members of the kinesin family of motor proteins. We investigated the effects of kinesin inhibition on the angiogenic process *in vitro* and *in vivo*, focusing on Eg5/KIF11 and Mklp2/KIF20A.

Our bioinformatics analysis and immunostaining results of normal human foreskin (Fig. 2) show that KIF11/Eg5 is strongly expressed in blood and lymphatic vascular ECs. Human foreskin ECs also express VEGFR-2, a marker of angiogenic capillaries [31]. Only cells from the hematopoietic lineage (normal or neoplastic), together with CD34^+^ and CD105^+^ endothelial cells also displayed high levels of KIF11 and KIF20A kinesins (Fig. S7). An observation in line with these results is the strong expression of *kif11* in the posterior blood islands of zebrafish embryos. In addition, inhibition of Eg5 function by ispinesib in this model leads to modification of this structure or reduced number of blood cells. In humans, neutropenia is a frequent side effect of anti-kinesin therapy [32], suggesting that Eg5 function is also required for generation and maintenance of immune cells.

Morpholino-mediated knock-down of *kif11* results in vascular pattern defects in the trunk vasculature (Figure 5 e-g, Fig. S12b). These results point to an important function of KIF11/Eg5 in the endothelial cell lineage.

Besides endothelial cell proliferation, other biological processes such as chord formation also require Eg5 and Mklp2. Recent insight from genetic studies further support the notion that KIF11 is required for development of normal retinal and lymphatic vessels, since KIF11 mutations cause autosomal-dominant microcephaly associated with lymphedema and/or chorioretinopathy [33].

Cell adhesion, spreading and migration that are critical for vascular chord formation are strongly perturbed by Eg5 and Mklp2 inhibition (Figs. S9, S10). We observed a modification of the cytoskeleton in cells treated with ispinesib, with an increase of cortical actin and strong reduction of stress fibers. These changes in the cytoskeleton are most likely responsible for the reduced migratory and adhesive capacity after Eg5 inhibition. Just recently, it has been shown that Eg5 also has a function in normal and malignant cell migration [14, 15]. There is evidence from the literature that DMN is highly specific for Eg5 kinesin, it binds to a region of the protein composed of loop 5, helix α2 and α3, which is not conserved in other kinesins [34, 35]. ISP, the second inhibitor we used ISP has been shown to be more than 70.000-times more selective for Eg5 than for other kinesins [36]. Further, siRNA-mediated knockdown of the KIF11 gene reduced cell migration comparable to chemical inhibition.

Interestingly, all five kinesins induced by VEGF-A are also present in the highly significant 67-gene signature termed CINSARC (complexity index in sarcomas), which is associated with poor clinical outcome in several cancer types [37]. It is tempting to speculate that VEGF-A-induced kinesins contributes to bad prognosis in human cancers or reflects the state of an activated tumor endothelium. Significant co-expression of these five kinesins has also been evidenced by bioinformatic analysis in various malignant tumors, especially in brain tumors (Fig. S5). In hepatocellular carcinoma (HCC), increasing kinesin (co-) expression is furthermore associated with the vascular status of the tumors (Fig. S6). Another group has just recently confirmed overexpression of KIF20A in HCC [38].

As expected, Eg5 inhibition stops glioblastoma cell growth [39]. Eg5 inhibitors not only block proliferation of adult tumor cell lines, but also those derived from childhood tumors. In the progressed stage 4 neuroblastoma, the 5-year survival rate is only 20 – 30% [40] and high vascular density is characteristic for the progressed neuroblastomas [41]. Further studies should investigate the efficacy of anti-kinesin treatment in this kind of malignancy.

In the light of our *in vitro* results on Eg5/KIF11 inhibition of endothelial cells, it can be expected that Eg5 inhibition might have a dual effect as it affects both malignant cells and tumor vasculature. Inhibition of tumor angiogenesis in the short-term experimental glioma model [23] was the predominant effect observed, suggesting that the endothelium constitutes an important target for this inhibitor.

Oncomine expression data show that KIF11 transcripts are not overexpressed in kidney cancer, however, we have found Eg5 protein expression in capillaries of RCC and just recently, Eg5 immunoreactivity has been evidenced in a large study using 164 patient RCC tumors, with higher expression predicting poor disease outcome [42]. Eg5 inhibition significantly reduces experimental kidney cancer growth and angiogenesis. Short-term anti-Eg5 treatment did not alter tumor vessel density or led to regression of vessels, but changed vascular morphology. Tumor capillaries were significantly more dilated in the treatment group, suggesting a vascular remodelisation effect of ispinesib. Even though classical anti-VEGF agents generally causes vascular “normalization” including reduction of vessel diameter [43], dilatation of tumor capillaries after different anti-angiogenic treatments has recently described in animal models as well in human tumors [44, 45]. Different treatment durations and drug combinations may account for these differences; however, our results show that the tumor vasculature is affected by Eg5 inhibition.

This may open up new therapeutic perspectives such as targeting kinesin inhibitors to the tumor endothelium and stroma [46] to enhance the therapeutic efficacy.

Furthermore, combination of small-molecule Eg5 inhibitors with anti-angiogenic agents may reduce side effects or increase the number of responders to anti-angiogenesis treatment. Eg5 blockade not only inhibits VEGF-A-induced cell proliferation, but also FGF-2 stimulated proliferation and thus has a more broad-range effect than specific VEGF inhibitors (Fig. 3e). It is therefore tempting to speculate that Eg5 inhibition might render endothelial cells refractory to growth stimuli secreted by tumor cells, thereby maintaining a potent anti-angiogenic environment.

Even though single anti-angiogenic treatment works well in animal models, combination with standard chemotherapy is needed for most tumor types to obtain results in patients. A special emphasis should be given to the fact that cells from the hematopoietic lineage overexpress Eg5 (and Mklp2). Patients suffering from these highly proliferative malignancies might benefit from kinesin inhibition due to its dual anti-proliferative and anti-angiogenic effect. Since a frequent side effect of Eg5 inhibitors is neutropenia, efforts should be made to develop specific cell and tumor targeting kinesin-inhibition strategies to enhance their efficacy.

Evidence is emerging that over expression of KIF4A and KIF18A may play roles in tumor progression [47, 48]. Furthermore, knock-down of the KIF23 gene has been shown to abrogate glioma cell proliferation and tumor growth in vivo [49]. This opens the perspective that other kinesins may serve as druggable targets for anti-cancer therapy.

Taken together, our results provide evidence that kinesins, which lay downstream of angiogenic growth factors signaling, mediate essential processes important for physiological and pathological vascular growth and may constitute a potential therapeutic target for anti-vascular tumor therapy.

## MATERIAL AND METHODS

Detailed protocols are in the supplemental data section.

### Identification of genes regulated by VEGF-A on the CAM

Chick embryos were handled as described [18]. RNA was extracted from three CAMs treated each with 3μg of recombinant human VEGF-A and compared individually to pooled equivalent quantities of RNA from three normal CAMs. Affymetrix chicken microarrays were processed as published [19]. Bioinformatic analyses of kinesin expression are detailed in the supplemental data section.

### Semi-quantitative PCR

To verify microarray data, semi-quantitative PCR was performed on the same material used for microarray hybridization using efficient primers against VEGFR1, VEGFR2, KIF4A, KIF11, KIF15, KIF20A and KIF23, normalized to HNRPH1, which shows no changes during normal CAM development [19] and which is not induced by VEGF (Supplemental Table S1, last line).

### Chemical inhibitors

Indirubin-3'-monoxime (IRO, CDK/GSK-3β inhibitor) [20] was purchased from Sigma, dimethylenastron (DMN, Eg5 inhibitor) was from Sigma or Chemstep Molexplorer (Martillac, France), ispinesib mesylate (ISP, Eg5 inhibitor) was from Selleck Chemicals (Houston, Tx, USA). (Z)-2-(1H-indol-3-yl)-3-(pyridin-3-yl)acrylonitrile (paprotrain = PAssenger PROteins TRAnsport INhibitor, MKLP2 inhibitor) [21] was synthesized by Chemstep Molexplorer.

### Cell culture and proliferation assays

Vascular endothelial cells (HUVECs, BAEs, hCMEC/D3 and tumor cell lines (U87, T98G, GL261, CHP134, GIMEN, Kelly, IMR5 and SHEP) were cultured using routine cell culture conditions.

### Endothelial cell adhesion, spreading, migration and tubulogenesis assays

These assays were performed with HUVECs using standard protocols (see supplemental methods).

### Mouse aortic ring assays

Vascular outgrowth in this assay was evaluated using freshly isolated mouse aortic ring fragments (for details see supplemental methods).

### Chemical inhibition of Eg5 in chick embryos

Chick embryos were injected with 3 μl of dimethylenastron (1 μg/μl) at Hamburger & Hamilton (HH) stage 21 (3.5 days) into the allantoic vesicle (n=20 embryos). Control embryos (n=15) received equal volume of solvent (DMSO). Embryos were examined under a biomicroscope the following day at stage HH24.

### Zebrafish experiments

All zebrafish experiments were carried out using standard procedures (described in supplemental material and methods). In brief, Tg(kdrl:EGFP)^s843^ embryos [22] were microinjected at the 1-2 cell stage with 0.2-1 ng *kif11* morpholino (MO) (CTGGTACTTGTGATGATGCCATGTT; Gene Tools, USA) or standard control MO (CCTCTTACCTCAGTTACAATTTATA; Gene Tools, USA). Higher *kif11* MO doses were lethal and did not allow further analysis. At 48 hours post-fertilization (hpf), embryos were phenotype-scored and photographed. For chemical Eg5 inhibition, normal zebrafish embryos were treated with indicated doses of ispinesib at 24 hpf and phenotype-scored at 48 hpf.

### Experimental tumor models

U87 glioma cells were implanted on the CAM as described [23] and treated once or twice daily with DMN or ISP, at indicated doses. Control tumors received solvent (DMSO). Tumors were photographed *in vivo* and blind-scored by seven investigators familiar with the model for degree of vascularization [24], and processed for histology. The orthotopic renal carcinoma model is detailed in the supplemental data section.

### Histology, immunohistology and fluorescence in situ hybridization

Unfixed human foreskin from healthy donors was used for Eg5 (polyclonal rabbit anti-human, Abcam ab37009) co-localization studies with lymphatic (mouse-anti-human podoplanin, ReliaTech, Germany) and vascular endothelium (mouse anti human CD31; BD clone WM59). For analysis of experimental glioma, anti-vimentin (clone V9, Neomarkers) was used. Chick blood vessels were stained with *sambucus nigra* lectin (SNA, Vector Labs), and nuclei counterstained with DAPI. For *in situ* hybridization, fluorescent zebrafish probes *kif11* and *fli1* were used on whole embryos. Human tumor sections were analyzed for Eg5 expression by standard immunohistochemistry (www.proteinatlas.org) and for KIF20A expression using QuantiViewRNA hybridization (Panomics-Affymetrix), details are in the supplemental methods section.

## Supplementary Figures and Tables

# Supplementary material for: Impaired angiogenesis and tumor development by inhibition of the mitotic kinesin Eg5
**Source:** Oncotarget. 2013 Oct 26;4(12):2302–16. doi: 10.18632/oncotarget.1490
**Supplement:** Supplementary file 3

**Supplemental Methods**

**Molecular biology experiments**

**Microarray hybridization**

Microarray experiments were carried out using standard Affymetrix protocols. To identify genes, which were regulated by VEGF-A with reasonable reproducibility, we applied the following selection criteria: a gene had to be regulated in at least two of the three comparisons more than 2-times and had to be found “present” in the VEGF-A group (if up-regulated by VEGF-A). 317 probe sets detected up regulated transcripts by VEGF-A using these criteria. 

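SPRY1, an inhibitor of receptor tyrosine kinase signalling, had log2 ratios of 2.22, 1.89 and 2.37 in VEGF CAMs 1, 2 and 3, over a dim control signal of 6.34. SOCS2, an inhibitor of cytokine signalling, had 1.56, 1.35 and 1.42, over a control signal of 40.9. Both were more than 2-fold higher than the control pool in all 3 comparisons. COX17 is one of the genes more than 2-fold lower in all 3. Past the signal filter, 671 probe sets were more than 2-fold higher in all 3 comparisons and 452 more than 2-fold lower. With no effect of VEGF-A, simulated arrays gave a mean of 667 higher in all 3 where the control varied like 1 CAM and of 346 where it varied like a pool, so that the 671 can be reached without an effect under the first. The count of higher probe sets was 59 with the offset added to every signal and was 1622 with no filter. Of the probe sets of Table S1, 121 were more than 2-fold higher in all 3 comparisons by the deposited signals and 84 have 3 printed ratios over 2. The table prints 798 ratios, of which 796 are within 2% of the deposited ratio and 798 within 5%, a wider tolerance taken after 2 had been seen to miss. It leaves 153 ratios blank, of which 36 have a deposited ratio over 2.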

Within this group were 80 probes, which were regulated more then 2-times in all three comparisons. To evidence consistency of VEGF-A-induced gene expression between the three different biological replicas compared to pooled control CAMs, we performed Spearman correlation analysis after log-transformation of fold-change expression. Original data sets are deposited at GEO (<https://www.ncbi.nlm.nih.gov/geo/>) with following identifiers: GSM364860, GSM364862, GSM364863, GSM364864.

**Bioinformatic analysis of microarray data**

To extract biological themes associated with VEGF-A-induced genes, we used Gene Ontology through the DAVID interface (<http://david.abcc.ncifcrf.gov/>).

To focus on human ortholog genes with preferential expression in the endothelium, we analyzed the 317 genes by a recently developed, validated approach. In brief, genes were submitted to an automated BLAST pipeline to assign orthologs. Only orthologs were then compared to endothelial and non-endothelial expressed sequence tags (ETS) pools, followed by FDR-based statistics. The ratio of the number of corresponding ESTs gives an estimate of EC or non-EC specifity. In a similar manner, all kinesins identifiable by a KIFxx gene symbol were analyzed by this method and EC or non-EC enrichment was assigned. For expression and co-regulation studies in human tumors, Oncomine™ (Compendia Bioscience, Ann Arbor, MI) was used for analysis and visualization. Data of the following studies were included in our analysis: Hou_Lung, Detwiller_sarcoma, Sun_brain, Murat_brain, TCGA_brain, French_brain, Freje_brain and Wurmbach_liver (Identification of datasets: Oncomine nomenclature, references about each study are on http://oncomine.com).

**Real-time RT-PCR (microarray verification)**

mRNA used for microarray hybridization was used to verify fold-changes of indicated genes. 10 µl SYBR Green (ABGene) were mixed with 6 µl ddH2O and 2 µl primers and 2µl cDNA diluted 1/5th. 42 cycles were run on a Stragene thermocycler. Fold-change was calculated using the ΔΔCt-method. Validated chick-specific primer sequences were as followed:

| KIF4A | F | AGGGTGGTTTTGTCCCCTAC |
| --- | --- | --- |
|  | R | GGGCTTACACAGGCAATCAT |
| KIF11 | F | GGAACAACTGAGGCAGAAGC |
|  | R | AGCAGGTCCTCATCTGCATT |
| KIF15 | F | TATCGGGATTCCAAGCTCAC |
|  | R | TGGATCCTGGATGGACATTT |
| KIF20A | F | CAGCCAATTTACCAGCCATT |
|  | R | CTCCTGTGGTGCTGAGTGAA |
| KIF23 | F | CAACGTCAGGCTTCTGACAA |
|  | R | CAGCTGCTTTGCTGCTACAC |
| HNRPH1 | F | GATTTCGGTCTTGGTGTTCG |
|  | R | TAACTCGTGGCAGACACAGC |
|  |  |  |

**KIF11 siRNA knock down**

HUVECs (20.000 cellules/100µL) were seeded in 96-well plates (Essen Bioscience). After 5h they were transfected overnight with 50nM of siRNA KIF11 (Reference HSS105842, Fisher Scientific, Illkirch) or non-target siRNA using RNAimax as indicated by the manufacturer. Transfection medium was replaced by 1% normal medium and the scratch wound assay was performed as described below in the cell culture section. Migration data after 20h from 4 independent experiments were pooled and efficacy of siRNA KIF11 vs non-target siRNA was evaluated using Mann-Whitneys U-test.

**Cell culture experiments**

**Cell cultures**

hCMEC/D3 cells were a kind gift of Dr. P. O. Couraud (Institut Cochin, Paris) and cultured as described. HUVECs were purchased (Promocell) and cultured as indicated by the manufacturer or isolated freshly from healthy donors using standard protocols. LECs were isolated from 2 healthy donors according to a published protocol. Tumor cells were maintained in DMEM (Invitrogen, Cergy Pointoise Cedex, France) with 10% fetal bovine serum, antibiotics and L-glutamine.

**Proliferation assays (time course)**

Cells (HUVEcs, LECs and fibroblasts) were harvested, re-suspended in culture medium to a concentration of 104 cells/100 µl and seeded into wells of 96-well culture plates (100 µl/per well). Neuroblastoma cell-lines (IMR5, SHEP, SKIN, Chp134, Gimen, Kelly) were used in a concentration of 5x103 cells/200µl. For each condition and time point, 6-8 replicate wells were measured. At indicated time points, cells were fixed with 5% glutaraldehyde. After incubation for 20 minutes, the glutaraldehyde-containing medium was removed and plates were washed twice with deionized water. The plates were allowed to dry and 100µl crystal violet solution (0.1% in deionized water) was added to each well. After 20 minutes, the dye was removed; the plates were washed thrice with deionized water and dried again. The dye was resolved in 100 µl of 10% acetic acid and absorption at 570 nm was determined using a micro plate reader (Molecular Devices, Sunnyvale, CA).

**Proliferation assays (at 72h)**

Cells were seeded after 6 h serum starvation in 500 l full culture medium at indicated densities in 24-well cell culture flasks (LEC: 2.5x104, HUAEC: 2.5x104, HUVEC: 2x104, hCMEC/D3: 2x104, BAE: 2x104, U87: 1.5x104, T98G: 1x104, Gl261: 7.5x103. Cells were treated with inhibitor at indicated doses and after 72h, cells were trypsinized and counted on a Beckman Coulter counter. DMSO at the highest inhibitor concentration served as control treatment.

**Adhesion assays**

HUVEC were pre-treated for 14h with solvent or Eg5 or Mklp2 inhibitors at indicated concentrations. 8000 HUVECs were seeded on 96-well culture dishes coated with indicated ECM proteins: collagen (100µg/ml BD Biosciences), fibronectin (0.5µg/ml, Sigma), laminin (5µg/ml, Sigma) and vitronectin (0.5µg/ml, Sigma). One hour later, cells were washed, stained with Coomassie Blue and photographed at 20x magnification. Statistical analysis of the percentage of normally spread cells was done using the Krusal-Wallis test followed by Dunn’s multiple comparison test.

**Scratch wound assay**

HUVECs (2.5x104 cells/well) were seeded in 96-well plates (Essen Imagelock™; essenbioscence.com) coated with collagen (BD Biosciences) and allowed to adhere for 6 hours. Confluent cells were starved overnight in Endothelial Cell Growth Medium (Promocell, Heidelberg, Germany) without growth factors and serum. The 96-pin WoundMaker (Essen) was used to create simultaneously precise and reproducible wounds in all wells. Non-adherent cells are removed with reduced medium. HUVEC were treated with inhibitors at indicated concentrations and the plate was placed in IncuCyte™. Wound images were acquired automatically at 2 hours intervals. Statistical analysis of the wound closure area was performed at the 18h time point using the Krusal-Wallis test followed by Dunn’s multiple comparison test.

**In vitro angiogenesis**

4000 HUVECs were placed in μ-slide angiogenesis tissue culture plates coated with growth factor-reduced Matrigel (Ibidi, Biovalley, France) and covered with medium containing solvent or different inhibitors. After 14h, photos were taken at 4-fold magnification using an inverted light microscope. Digital images were uploaded to the WIMASIS image analysis platform and analyzed in an automated fashion (http://wimasis.com). The parameters “number of chords”, “number of loops”, “isolated chords” and “branching points” were determined from two independent experiments and compared using the Kruskal-Wallis test followed by Dunn’s post-test. For videomicroscopy, cultures were placed at controlled cell culture conditions under a motorized Nikon Ti-E Inverted MEA53100 Microscope coupled to a Hamamatsu ORCA-R2 camera and photos were taken every ten minutes over a 14h time period. Indirubin-3’-monoxime (IRO), which has been shown to inhibit angiogenesis in zebrafish embryos as well as tube formation, was used as positive control for evaluating the results with the automated blinded WIMASIS tube formation analysis platform. IRO treatment significantly reduced the number of branching points (45.4% of controls, P=0.0003), increased the number of independent (fragmented) chords (215.2% over controls, P=0.0004) and reduced loop formation (30.9% of controls, P=0.0077).

**Mouse aortic ring assays**

C57Bl6 mice were sacrificed by cervical dislocation. Aortas were isolated and transferred to petri dishes containing complete endothelial basal medium (EBM2, Promocell) with antibiotics. Connective tissue and fat tissue surrounding the vessel was carefully omitted and rings were cut using a scalpel. Rings were placed in 48-well dishes, covered with growth factor-reduced matrigel (BD Bioscience) and after polymerization at 37°C, 300l EBM2 medium were added per well. Medium with drugs is replaced every two days, starting from the third day of incubation. Photos were taking using a macroscope (Nikon AZ 100M) and vascular outgrowth area was quantified using Image J software (http://rsbweb.nih.gov/ij/). Statistical analysis of treated vs. control cultures were performed at the 8th day after first treatment.

**Histology, in situ hybridizations and Western Blots**

**Immunofluorescence (cell spreading assay)**

HUVECs are seeded for 1h on coverslips coated with 100µg/ml of collagen (BD Biosciences). After rinsing with PBS fixation with PAF 4% they were permeabilized with PBS-triton, blocked with BSA and incubated with mouse monoclonal anti α-tubulin (1:1000, Sigma T5168) for 2h at room temperature. Cells are rinsed and incubated with goat anti mouse antibody coupled with Alexa 488 (Molecular Probes), phalloidin-tetramethylrhodamine B isothiocyanate conjugate (1:1000, P1951 Sigma) and counterstained with DAPI (Invitrogen).

**Immunofluorescence (in vitro angiogenesis assays)**

In vitro angiogenesis cultures are directly fixed by adding 10µL of PAF 4% to each well and rinsed with PBS. Cell nuclei are stained with DAPI and cultures are mounted in fluoromounting medium (Electron Microscopy Science). For assessment of cell proliferation during tubulogenesis, HUVEC are treated for 14h with BrdU (Invitrogen) at 1µM and seeded on reduced matrigel. BrDu incorporation is revealed with a FITC-coupled monoclonal anti-BrdU antibody (Becton Dickinson) and cultures are mounted as described above.

**Immunofluorescence (human foreskin)**

Foreskin of 2 – 3 year-old boys (3 specimens) were taken directly from the operating room. Specimens were rinsed in PBS, incubated in 15% and 30% sucrose and embedded in tissue freeze medium (Neg50; Richard-Allan Scientific, US) without any fixation. Cryosections of 16 - 20 µm thickness were prepared. Non-specific binding of antibodies was blocked with 1% bovine serum albumin (BSA) for 10 min. Primary antibodies were rabbit-anti-human CD31 (1:100; Abcam, Cambridge, UK), mouse-anti-human podoplanin (1:100; ReliaTech, Wolfenbüttel, Germany) and rabbit-ant-human Eg5 (1:500; Abcam ab37009). Secondary antibodies (1:200) were Alexa 588-conjugated donkey-anti-rabbit and Alexa 594-conjugated goat-anti-mouse (Molecular Probes / Invitrogen, Darmstadt, Germany). Nuclei were counter-stained with 4′,6-diamidino-2-phenylindole (DAPI).

**Immunodetection of Eg5 and Mklp2 (human protein atlas)**

We queried the protein atlas for expression of Eg5 and Mklp2. Images were retrieved from the following protein atlas samples: glioblastoma (patient ID 3092, Eg5 antibody HPA006916; patient ID 2726, Eg5 antibody HPA010568; patient ID 1537, Eg5 antibody CAB017617; ID 3022 and 2527, Mklp2 antibody HPA36909), renal cell carcinoma (patient ID 3061, antibody Eg5 HPA006916; patient ID 1722, Eg5 antibody CAB017617, patient ID 1901, Eg5 antibody CAB017617), normal heart (patient ID 2278, Mklp2 antibody HPA036909), placenta (patient ID 2515, Mklp2 antibody HPA036909), endometrium (patient ID 2175, Mklp2 antibody HPA036909) and oral mucosa (patient ID 1505, Mklp2 antibody HPA036909). Original images were downloaded and assembled in Adobe Photoshop CS4.

**Evaluation of vascular parameters after Eg5 inhibition using CD31 immunoreactivity (RENCA tumor model)**

Vessel density was evaluated on frozen section of RENCA tumors. Primary antibody was anti-CD31 (1:100; Pharmigen), secondary antibody (1:400; goat anti-rabbit Alexa 488, Interchim) and sections were mounted in DAPI-containing mounting medium (Fluoroprobes). Given the heterogeneous nature of tumor angiogenesis in this model, we relied on a qualitative quantification method. In brief, one to five sections per tumor (ISP, n=16 tumors, controls; n=14 tumors) were photographed at 20x magnification using the same acquisition parameters (Nikon NIS Elements software). Digital images were opened in Adobe Photoshop CS4 and overall vascularity was classified per field from 0 to 3 by an experienced investigator (Dr Patrick Auguste, University Bordeaux) in a blinded fashion. The scores of the two groups were compared using the Mann Whitneys U-test (GraphPad Prism). To further characterize Eg5 inhibition effects on tumor vasculature, we treated mice bearing RENCA tumors with below-mentioned doses of ispinesib (n=4) or solvent (n=4) on day 11 and 12 after tumor cell injection and harvested tumors 24h later for histological analysis. For vessel diameter measurements, the visible interior surface of capillaries in five sections per tumor was determined using NIS elements software. An arbitrary cut off value of 300 square pixels was applied and number of capillaries above that value counted in the two groups and evaluated using the Mann-Whitneys U-test. The tumor mouse model protocol was authorized by the animal ethics commission of Bordeaux (No.: 50120003A).

**In situ hybridization (human tumor sections)**

In situ hybridization using QuantiViewRNA reagents was performed as recommended by the supplier (Panomics-Affymetrix). The use of branched DNA signal amplification is expected to provide up to a 500-fold amplification for low abundance mRNAs. Probe sets were designed by Panomics-Affymetrix from human CD31 NM_000442 or KIF20A NM_005733. Each probe set consists of 10 or more nucleotide sequence pairs. The oligonucleotide probe pairs are designed to hybridize to adjacent segments on the target RNA allowing the hybridization of a preamplification probe, which spans the hybridized probe pair. This signal is further amplified by bDNA and detected by label probes.

Formalin fixed paraffin embedded human glioblastoma biopsies were provided by the Regional University Hospital of Bordeaux. Five μm sections were collected on positively charged Superfrost slides and dried at 60°C for 30 min, then post fixed in 10% formaldehyde for 1 hour at room temperature. Slides were washed briefly in PBS twice before being air-dried. For deparaffinization, slides were incubated at 80°C for 3 minutes followed by submersion in 200 mL of Histo-Clear® reagent (National Diagnostics, USA) for 10 minutes at room temperature with frequent shaking. Residual Histo-Clear reagent was removed by washing in 95 percent ethanol. Sections were circled with a Hydrophobic Pen (Vector Laboratories, USA) then subjected to boiling pretreatment (Panomics) for 10 min. Slides were submerged in distilled water twice, then incubated with a protease solution (Panomics) at 40°C for 10 min. After three washes, the slides were transferred into 4% formaldehyde for 5 minutes followed by rinsing once in 1x PBS. Preamplification and amplification steps were performed following Panomics-Affymetrix instructions. After incubation with the label probe, slides were washed and 200 µL of the AP-enhancer solution was added to the section and incubated at room temperature for 5 to 10 minutes. Fast Red was added to the tissue section for 30 minutes at 40°C in the dark. Slides were then rinsed in 1x PBS. To fix, slides were incubated in 4% formaldehyde for 5 minutes at room temperature then washed in 1x PBS and counterstained with Gill’s hematoxylin before being mounted using Dako®Ultramount medium (Dako, USA). Results were viewed under bright field for CD31 (high rate expression per endothelial cell) or epifluorescence for KIF20A (low abundance mRNA per cell).

**Fluorescent whole mount *in situ* hybridizations and imaging (zebrafish embryos)**

Experiments were carried out as described, with minor modifications . Double fluorescent *in situ* hybridizations have been performed as described . The different antisense riboprobes were labeled either with digoxigenin labeling mix (Roche) or DNP-11-UTP ribonucleotides (Roche). Hybridizations were subsequently performed using the TSAi Plus system kit (Perkin Elmer). Briefly, after permeabilization, hybridization and washes, embryos were blocked in TNT buffer with 0.5% Blocking Reagent, and then with an anti-DNP peroxidase-conjugated pre-absorbed antibody (1:200). Revelation was sequential: first, the green color was developed with tyramide-FITC. Then, after inactivation of the first antibody with H2O2, the embryos were incubated with an anti-DIG peroxidase-conjugated preabsorbed antibody (1:200) and the red colour was developed with tyramide-Cy3. Embryos were then extensively washed in TNT buffer and then refixed in 1% paraformaldehyde until analysis. Antisense riboprobes were made by transcribing linearized cDNA clones with SP6, T7, or T3 polymerase using digoxigenin (DIG) or DNP labelling mix (Roche), according to manufacturer's instructions. They were subsequently purified on NucAway spin columns (Ambion) and ethanol-precipitated. The *kif11* probe was cloned from zebrafish embryos using the PCR2.1-TOPO cloning kit (Invitrogen) using the primers 5-AAGGAGCAGAGCCAAAAACA and 5-TAGCTTCATCGCACCACTTG according to the manufacturers indications. The *fli1* probe was synthesized as described.

Confocal imaging was performed using a Leica TCS SP2 confocal microscope. Digitized images were acquired using a DRY HC PL FLUOTAR 10× (NA 0.3) at 1024 × 1024 pixel resolution.  For multicolor imaging, FITC was excited with a 488-nm laser line and the emission light was recorded between 500 to 535 nm. Cy3 was excited with a 561-nm laser line and the emission light was recorded between 570 to 715 nm. Sequential scan acquisition mode between lines was used to avoid cross talk and a 2-frames average mode was performed to reduce background noise. Series of 20 optical sections were carried out to analyze the spatial distribution of fluorescence, and for each embryo, they were recorded with a Z-step at 1.3 μm (20x magnification) and 2.4 μm (10x magnification). Image processing, including maximum projection of Z-stacks, was performed with the Leica LCS software (version 2.5).

**Western Blot analysis**

Cells are treated with 10ng/mL of human recombinant VEGF-A (PeproTech France) in medium 0.2% SVF during 24h. Cells were solubilized at 1x107 cells/mL in lysis buffer (1% NP-40, 20Mm Tris-HCl, pH 8.0, 137 mM NaCl, 10% glycerol, 2mM EDTA and protease inhibitors; Roche). The lysates were rocked gently at 4°C for 30 minutes then centrifuged at 14000 g for 5 minutes. The supernatants containing proteins are dosed using the Bradford assay. 50µg of protein from each treatment were deposed and detected by anti-Eg5 antibody (Abcam, Ab61199, 1:500). Membranes were scanned and pixel density quantified using a LI-COR Odyssey Infrared Imaging System. Control density was set to “1” for graphical presentation.

**Zebrafish experiments**

**Fish strains and maintenance**

Zebrafish (*Danio rerio*) kdr:EGFP strains were obtained from Zebrafish International Resource Center, Oregon University, USA (grant P40 RR12546 from the NIH-NCRR) and then reared by the GIGA Zebrafish Platform, Liege University, [http://www.giga.ulg.ac.be](http://www.giga.ulg.ac.be/), in recirculating system (Techniplast, Italy) at a maximal density of 7 fish/L. The water characteristics were as follows: pH = 7.4, conductivity = 500 µScm-1, temperature = 27°C. The light cycle was controlled (14h light, 10h dark). Fish were fed twice daily with dry powder (ZM Ltd, UK) with size adapted to the age, and once with fresh nauplii from *Artemia salina* (INVE Aquaculture, Belgium). Larvae aged less than 14 days were also fed twice daily with a live paramecia culture.

**Breeding**

The day before breeding, 2 males and 2 females were placed in breeding tanks out of the recirculating system, with an internal divider to prevent unwanted mating. On the day of breeding, fish were placed in fresh aquarium water and the divider was removed to allow mating. Eggs were collected every 30 minutes.

**Morpholino injection and phenotype analysis**

KIF11 zebrafish morpholino and control morpholino were purchased from GeneTools Inc. (Philomath, OR, USA) and used as recommended by manufacturer. Tg(kdrl:EGFP)s843 transgenic zebrafish were injected at the 1-2 cell stage with 0.2, 0.5 or 1 ng of KIF11 morpholino containing rhodamine dextran. Non-injected, damaged and non-fertilized embryos were sorted out directly after microinjection. At 24 hpf (hours post-fecundation) embryos were de-chorionated and treated with 1-phenyl 2-thiourea (PTU) to prevent pigmentation. At 48 hpf, embryos were anaesthetized using tricaine and phenotype-scored using the following criteria: class 1 = normal circulation, class 2 = normal circulation, affected tail and spasm, class 3 = affected circulation (reduced or absent) but heart beating, class 4 = dead or necrotic embryo. Embryos were analyzed using a Nikon SMZ 1500 and Leica MZ16F microscopes and images acquired by NIS Elements BR 2.30 or Leica Application suite 3.5.0 software.

**Ispinesib treatment of zebrafish embryos**

Normal zebrafish embryos (n=25 per dose; two independent experiments) were exposed to increasing doses of the specific Eg5 inhibitor ispinesib mesylate (0.1, 0.3, 1, 3 and 10 M), from 24 to 48 hpf. Controls were treated with DMSO as used for the highest ispinesib dose. Dead embryos were counted; phenotype scoring of living embryos was done under a light microscope and blood flow and PBI (posterior blood island) morphology were scored as normal (=0) or reduced/modified (=1). As an additional morphological criterion number of blood cells was evaluated in a qualitative manner (0=normal, 1=reduced) and combined with the latter phenotype. Values of both experiments were pooled and analyzed using the Fishers Exact test with 99% interval of confidence.

**Orthotopic renal cell carcinoma model (RENCA model)**

105 RENCA cells (mouse origin) were implanted in the subcapsular region of the left kidney of Balb/C mice (n=10 per group). Animals were observed and weighed twice weekly. Mice were treated with ispinesib mesylate (5 mg/kg) or solvent control (80% D5W, 10% ethanol, 10% Cremophore-El) twice weekly by subcutaneous injection. Animals were sacrificed when a >20% weigh loss occurred or when they presented other signs of suffering. Animals were sacrificed by cervical dislocation and the urogenital apparatus was prepared for tumor size and weight evaluation and CD31 immunohistochemistry. Comparison of tumor weight was done using the Mann Whitney’s U-test after pooling of two independent experiments.

**Supplemental References**

1. Huang da W, Sherman BT and Lempicki RA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nature protocols. 2009; 4(1):44-57.

2. Dennis G, Jr., Sherman BT, Hosack DA, Yang J, Gao W, Lane HC and Lempicki RA. DAVID: Database for Annotation, Visualization, and Integrated Discovery. Genome biology. 2003; 4(5):P3.

3. Javerzat S, Franco M, Herbert J, Platonova N, Peille AL, Pantesco V, De Vos J, Assou S, Bicknell R, Bikfalvi A and Hagedorn M. Correlating global gene regulation to angiogenesis in the developing chick extra-embryonic vascular system. PLoS One. 2009; 4(11):e7856.

4. Herbert JM, Stekel D, Sanderson S, Heath VL and Bicknell R. A novel method of differential gene expression analysis using multiple cDNA libraries applied to the identification of tumour endothelial genes. BMC Genomics. 2008; 9:153.

5. Weksler BB, Subileau EA, Perriere N, Charneau P, Holloway K, Leveque M, Tricoire-Leignel H, Nicotra A, Bourdoulous S, Turowski P, Male DK, Roux F, Greenwood J, Romero IA and Couraud PO. Blood-brain barrier-specific properties of a human adult brain endothelial cell line. Faseb J. 2005; 19(13):1872-1874.

6. Albuquerque RJ, Hayashi T, Cho WG, Kleinman ME, Dridi S, Takeda A, Baffi JZ, Yamada K, Kaneko H, Green MG, Chappell J, Wilting J, Weich HA, Yamagami S, Amano S, Mizuki N, et al. Alternatively spliced vascular endothelial growth factor receptor-2 is an essential endogenous inhibitor of lymphatic vessel growth. Nature medicine. 2009; 15(9):1023-1030.

7. Tran TC, Sneed B, Haider J, Blavo D, White A, Aiyejorun T, Baranowski TC, Rubinstein AL, Doan TN, Dingledine R and Sandberg EM. Automated, quantitative screening assay for antiangiogenic compounds using transgenic zebrafish. Cancer research. 2007; 67(23):11386-11392.

8. Uhlen M, Oksvold P, Fagerberg L, Lundberg E, Jonasson K, Forsberg M, Zwahlen M, Kampf C, Wester K, Hober S, Wernerus H, Bjorling L and Ponten F. Towards a knowledge-based Human Protein Atlas. Nature biotechnology. 2010; 28(12):1248-1250.

9. Thisse C, Thisse B, Schilling TF and Postlethwait JH. Structure of the zebrafish snail1 gene and its expression in wild-type, spadetail and no tail mutant embryos. Development (Cambridge, England). 1993; 119(4):1203-1215.

10. Pendeville H, Winandy M, Manfroid I, Nivelles O, Motte P, Pasque V, Peers B, Struman I, Martial JA and Voz ML. Zebrafish Sox7 and Sox18 function together to control arterial-venous identity. Developmental biology. 2008; 317(2):405-416.

11. Brown LA, Rodaway AR, Schilling TF, Jowett T, Ingham PW, Patient RK and Sharrocks AD. Insights into early vasculogenesis revealed by expression of the ETS-domain transcription factor Fli-1 in wild-type and mutant zebrafish embryos. Mechanisms of development. 2000; 90(2):237-252.

12. Jin SW, Beis D, Mitchell T, Chen JN and Stainier DY. Cellular and molecular analyses of vascular tube and lumen formation in zebrafish. Development (Cambridge, England). 2005; 132(23):5199-5209.

How the deposited data were processed for this re-analysis (not part of the article)

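RNA of the chick chorio-allantoic membrane was measured on 4 Affymetrix chicken arrays, 1 of a pool of 3 control CAMs and 3 of single CAMs that had carried 3 µg of VEGF-A for 24 h. The authors deposited 1 signal intensity per probe set and array, on a linear scale with no log and no floor, and the submitters' processing notes name GCOS 1.2 as their software. The detection calls that the authors' selection also used ("present") are not used here, and a filter on signal took their place, which is a different step. The deposited intensity was used as scaled by the authors, and 0 value columns of the table were left out.

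Values were analysed in R 4.3.3 with limma 3.58.1, and plotted in Python 3.11.15 with matplotlib 3.10.9. Probe sets past the 40th percentile of the mean signal over the 4 arrays were kept, and log2 ratios of each VEGF-A CAM to the control pool were taken. A probe set was called by the 2-fold rule of the paper, in at least 2 of 3 comparisons. limma was fitted with a variance trend (prior degrees of freedom 5.23). Its p-values rest on the spread between the 3 VEGF-A CAMs alone. Gene names come from the platform table, in which 27166 chicken probe sets have 1 symbol, 177 several and 10350 none, and of the probe sets with 1 symbol 98.8% have a gene in the RefSeq table of assembly GRCg7b, with 0 symbols that differ between the tables, and RefSeq was used for names only. No gene was named from a probe set with several symbols. A gene stands for its probe set of highest mean signal.

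The tests, the samples, the 24 gene lists and the rule for named genes were fixed before the data were examined, but after Table 1 and Table S1 had been read. Named genes are those the study names for the arrays, the 15 genes with the largest and the 15 with the smallest mean log2 ratio among those more than 2-fold from the control in all 3 comparisons, and up to 4 members of each list with the largest change. The lists cover kinesins of the study, other mitotic kinesins and kinesins of transport; mitosis, DNA replication and basement membrane; blood and lymphatic endothelium, tip cells and arterial, venous and Notch genes; fibroblasts, smooth muscle, red blood cells, heterophils, macrophages, epithelium and ion transport; hypoxia, inflammation, immediate early genes, ribosomal proteins, mitochondrial respiration and reference genes; and Table 1. Lists were tested by camera, with Benjamini-Hochberg adjustment over the lists, and the mitosis and blood endothelial lists also by a one-sided Fisher's exact test among genes.

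The functions were tested on simulated data, in 5 draws with 200 changed probe sets among 22616 in the comparison of VEGF-A with the control pool. The 2-fold rule found 46.6% of the 2-fold changes, 93.1% of the 4-fold and 97.9% of the 8-fold changes, and limma 1.19%, 35.2% and 77.3%. The effect of the shared control was simulated in 100 draws per setting. Intervals of list medians are 95% bootstrap intervals from 2000 draws over the genes of a list. The alternatives were quantile normalization, centring on the median, a floor at the 20th percentile (a signal of 2.95), an offset of 32, no filter or the 60th percentile, limma without a trend, other choices of probe set, an estimated correlation, and leaving out each VEGF-A CAM. The number of arrays limits the precision of every value. The GO enrichment, the ortholog search and the endothelial prediction of the paper were not analysed here.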

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

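The coverage, tissue and baseline tests in this part were all chosen after the results they weigh had been seen, while the list tests were planned.

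Some gene lists that the paper does not discuss stood above the other genes by camera. DNA replication had a median log2 ratio of 0.61 over 61 genes (adjusted p = 8.5e-12), with 19 more than 2-fold higher, 0 lower, and 8 higher by limma when adjusted over the list alone, and 14 in Table S1. Its genes include the clamp loader subunit RFC3 at 2.08 and the helicase subunit MCM6 at 1.63. Lymphatic endothelial markers had 0.56 over 10 genes (adjusted p = 2.7e-04), with 4 higher, 0 lower, 4 when adjusted over the list alone and 3 in Table S1. The 4 higher genes are the VEGF-C receptor FLT4 at 2.08, the transcription factors MAF at 2.49 and PROX1 at 1.32, and RELN at 1.26. Basement membrane genes had 0.53 over 20 genes (adjusted p = 4.0e-05), with 5 higher, 1 lower, 3 adjusted over the list alone and 4 in Table S1, from NID2 at 1.82 to COL4A3 at -1.53. Fibroblast and matrix genes had 0.45 over 34 genes (adjusted p = 4.0e-05), with 10 higher, 2 lower, 4 adjusted over the list alone and 11 in Table S1, from MFAP2 at 2.05 to BGN at -2.43. Other kinesins with a mitotic role had 0.37 over 9 genes, of which 2 are in Table S1. Red blood cell markers had 0.26 over 16 genes (adjusted p = 0.0066), with 3 higher, 1 lower, 0 adjusted over the list alone and 4 in Table S1, with RHAG at 1.06 and SLC4A1 at 1.01. Smooth muscle and pericyte markers had 0.27 over 15 genes (adjusted p = 0.043), with 1 higher, 0 lower, 0 adjusted over the list alone and 1 in Table S1. This call lies near the threshold and was lost in more than 1 alternative, among them quantile normalization (adjusted p = 0.054 for smooth muscle and pericyte markers). With an estimated correlation the adjusted p values of these lists lie from 0.25 for DNA replication to 0.62 for smooth muscle. A VEGF-A array in the control's place gave larger medians in size for some of them. They were -0.52 for fibroblast and matrix genes (VEGF CAM 2), -0.48 for smooth muscle (VEGF CAM 3) and -0.66 for other mitotic kinesins (VEGF CAM 1). Single CAMs thus differ as much in these lists. For the other lists of this paragraph the medians were smaller than with the control. The control signals of RFC3 (9.43), MAF (10.2) and MFAP2 (3.79) were dim, so that the size of their ratios depends on the background. All control transcripts had a higher 3' to 5' ratio on the control array than on the VEGF-A arrays.

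Mitosis genes were higher on the VEGF-A arrays, and on each of them the control transcripts kept more signal away from the 3' end than on the control array. A line over the 3 CAMs puts the median of the list at 0.25 (95% bootstrap interval -0.01 to 0.64) at no difference in middle-to-3' signal, but at 0.66 (0.49 to 0.89) at no difference in 5'-to-3' signal. The middle was tried first, and taken alone it would have left RNA quality as a sufficient explanation, so with 3 arrays RNA quality and VEGF-A cannot be told apart for this list. A lower share of epithelium would raise the other cell types alike. Their lists lie 1.13 apart, from blood endothelium to macrophages, but only through the blood endothelial list. The 95% bootstrap intervals of fibroblasts (0.12 to 0.89), smooth muscle (-0.04 to 0.60), red blood cells (0.06 to 0.76) and macrophages (-0.41 to 0.41) overlap. The distance therefore does not decide on less epithelium for mitosis genes. With a VEGF-A array in the control's place, the largest median in size was 0.51 against 0.97, which makes 1 of 4 placements and is too few for a share under 0.05.

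Blood endothelial genes were higher on VEGF CAMs 1 and 3 and less so on VEGF CAM 2. Here the same lines give 1.58 (95% bootstrap interval 0.61 to 1.89) from the middle and 0.88 (0.49 to 1.06) from the 5' end. These intervals are over genes and leave out the spread of the arrays. VEGF CAMs 1 and 2 had nearly the same log2 difference from the control in middle-to-3' signal (0.64 and 0.65), but medians of 1.36 and 0.57. A line over 3 such arrays and 1 control array cannot decide on RNA quality. The distance of 1.13 between the cell type lists cannot decide on less epithelium. Of the 36 blood endothelial genes behind it, 22 are in Table S1, which the study chose on these arrays. The VEGF-A tissue was picked for visible new capillaries, so more endothelium in it stays open. An effect of VEGF-A on the genes themselves stays open too. In the control's place a VEGF-A array gave a median of at most 0.73 in size against 1.03, again 1 of 4 placements.

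The number of probe sets more than 2-fold higher may reflect the spread of dim probe sets around 1 lone baseline array. With a VEGF-A CAM as the baseline, where 2 of the 3 comparisons are between VEGF-A CAMs, the same rule gave at least 1633 and up to 2517 probe sets, against 1535 with the control. At the 60th percentile of the signal it gave 608, 931 and 406 with VEGF CAMs 1, 2 and 3 as the baseline, against 703. At the 80th percentile, added after the counts were seen, it gave 176, 190 and 92, against 274. An effect of VEGF-A thus stays open among bright probe sets. The VEGF-A baselines were single CAMs and not a pool, and only the deposited scaling was used. The swaps therefore cannot separate the spread of a baseline from scaling or pooling.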

How the results depend on the processing

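The 80th percentile filter and the centred values of the gene lists were chosen after the data had been seen, and the other alternatives before. No paired analysis was possible because the control is 1 array. The counts of the 2-fold rule depend on dim signals, while the log2 ratios of the 5 kinesins and the mitosis and blood endothelial enrichments kept their direction in every alternative run. Of the alternatives for the planned results, 35 moved the result and 1 reversed it, and where a value moved the cause was not tested. A correlation of CAMs without the third CAM, and list tests with the offset or other filters, have no value.

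Probe sets over 2-fold higher in at least 2 of 3 comparisons, and those higher in all 3, were 2481 and 1044 with arrays centred on the median, 245 and 59 with the offset of 32, 4565 and 1622 with no signal filter, 703 and 269 at the 60th percentile, and 274 and 81 at the 80th. Probe sets over 2-fold lower in at least 2 of 3 comparisons were 1153, 232, 6804, 730 and 172 in the same order. Without VEGF-A replicate 1, 2 or 3, where both remaining comparisons are asked for, probe sets over 2-fold higher in at least 2 of 3 comparisons ranged from 880 to 977 and probe sets over 2-fold lower in at least 2 of 3 comparisons from 885 to 1043. By limma, 0 to 1 were higher and 0 to 1 lower in leave-one-out fits, with 1 and 1 without replicate 1. Spearman's rho of VEGF CAMs 1 and 2, 2 and 3, and 1 and 3 was 0.48, 0.47 and 0.62 over all probe sets past the filter, 0.65, 0.66 and 0.74 with no filter, and 0.64, 0.64 and 0.71 over probe sets called in at least 2 of 3 comparisons. It was 0.64 for VEGF CAMs 1 and 2 with the offset, and 0.75 for VEGF CAMs 1 and 3 with centring. With an estimated correlation, on 2 degrees of freedom, 0 lists passed, and with the preset correlation 11 to 13 did in leave-one-out fits. The ratio of HNRPH1 reversed to -0.42 as the mean of its probe sets.

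In leave-one-out fits the EGLN3 log2 ratio ranged from -1.24 to 0.10, the KIF16B log2 ratio from -1.54 to 0.13 and the SLC4A4 log2 ratio from -0.0857 to 1.86. The gene list shift: immediate early and stress genes ranged from -0.28 to 0.0025, the gene list shift: macrophage and other leukocyte markers from -0.19 to 0.0218, and the gene list shift: widely used reference genes from -0.15 to 0.0324. Centring adds the same 0.25 to every mean log2 ratio, so that small negative values turn sign by construction: the GAPDH log2 ratio to 0.0425, and the shift of the reference genes to 0.21, of the immediate early genes to 0.17 and of the macrophage markers to 0.15. None of these had passed its test. No named gene passed limma over all probe sets, so that staying unpassed shows no stability of its ratio. The AADACL3A log2 ratio went from 3.33 to 0.55 with the offset. Of the list values, 22 were weaker and 3 stronger.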

Differences from the paper's values

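The 80th percentile filter named in this part was chosen after the counts were seen, and the other settings before.

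The paper gives 317 probe sets more than 2-fold higher in at least 2 of 3 comparisons, with a present call, and the count here is 1535, with a filter on signal in place of the call. Of the alternatives set before the data were examined, the offset of 32 gave 245, which is within 1.5 times of the paper's count but leaves out 142 of the 317 probe sets, and the others stayed further away. The 80th percentile filter, chosen after seeing the values, gave 274 and leaves out 98 of the 317. The paper gives 80 probe sets in all 3 comparisons and the count here is 671. The offset gave 59 and the 80th percentile filter, chosen after seeing the values, gave 81, with the same 142 and 98 probe sets of Table S1 left out of the 2 of 3 rule, and no other alternative came within 1.5 times.

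The paper's mean fold of KIF11 in Table 1 is 23.22 and the value here is 2.48, at the brighter of its probe sets, and no setting fixed before the data were examined reached the paper's value. Its other probe set, looked up after the values were seen and with a control signal of 2.29, gives 23.1 over the 3 CAMs and 23.3 over VEGF CAMs 1 and 3, the pair for which Table S1 prints a ratio. Over a control signal below the floor both can be read only as bounds, and the mean of the ratios printed there is 23.2.

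The paper's folds by qPCR, another assay on the same RNA, were 4.79 for KIF4A, 3.8 for KIF11, 6.25 for KIF15 and 5.58 for KIF20A, and the mean ratios on the arrays were 2.01, 2.48, 2.53 and 3.66. For KIF11, centring gave 2.96 and leaving out VEGF CAM 1 gave 2.60, both within 1.5 times of the paper's value. For KIF20A, centring gave 4.35, quantile normalization 3.87, and leaving out VEGF CAM 1 or 3 gave 3.74 or 3.88, within 1.5 times. For KIF4A and KIF15 no alternative did, but of the 3 other KIF15 probe sets past the filter, looked up after the values were seen, 2 with dim control signals of 13.3 and 4.97 gave 5.53 and 5.76, within 1.5 times, and 1 gave 0.370.

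The paper's ratios of HNRPH1 in Table S1 are 0.97, 0.86 and 0.9. The deposited signals give 1.03, 1.16 and 1.11 as VEGF-A over control, and 0.972, 0.861 and 0.901 as control over VEGF-A.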

Other observations

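The list tests in this part were planned, except that their values after centring and with a VEGF-A array in the control's place were added once the data had been seen.

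Epithelial markers of the chorion and allantois lay below the other genes by camera (median log2 ratio -0.24 over 35 genes, adjusted p = 0.045, and adjusted p = 0.58 with an estimated correlation), with 1 more than 2-fold higher, 2 lower and 0 adjusted over the list alone. The keratins KRT5 and KRT6A had -1.36 and -1.08. With arrays centred on the median the list was at 0.02 and its adjusted p was 0.084, and the call was also lost after quantile normalization (adjusted p = 0.0542) and without VEGF CAM 1 or 2 (gene list shift: epithelial markers (chorion and allantois), adjusted p = 0.21 and 0.0504). Ribosomal proteins also lay below the other genes (median -0.27 over 59 genes, adjusted p = 0.0044, and adjusted p = 0.74 with an estimated correlation), with 0 higher, 2 lower and 0 adjusted over the list alone. Their median was -0.59 in VEGF CAM 1, -0.12 in VEGF CAM 2 and -0.11 in VEGF CAM 3, and -0.02 over the 3 CAMs after centring. Without VEGF CAM 1 the call was lost (gene list shift: ribosomal proteins, median -0.0881, adjusted p = 0.27). With VEGF CAM 1 in the control's place the medians were 0.36 for epithelial markers and 0.51 for ribosomal proteins, larger in size than with the control. Mitochondrial respiration genes had -0.19 over 49 genes (adjusted p = 0.064), with 1 higher, 3 lower and 0 adjusted over the list alone. The list passed after quantile normalization (adjusted p = 0.031 for mitochondrial respiration), and its median was 0.06 after centring.

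The tip cell and VEGF-A response list did not pass (median 0.12 over 29 genes, adjusted p = 0.11), with 5 higher, 2 lower and 0 adjusted over the list alone, although the peptide hormone APLN had 1.80 and the Notch ligand DLL4 1.14. The control signal of DLL4 was dim, at 9.23. Arterial, venous and Notch genes had 0.40 over 16 genes (adjusted p = 0.093), with 2 higher, 0 lower and 0 adjusted over the list alone. Their medians were 0.60, -0.08 and 0.56 in VEGF CAMs 1, 2 and 3, and without VEGF CAM 2 the list passed (gene list shift: arterial, venous and Notch genes, adjusted p = 0.0060). Hypoxia and glycolysis genes had 0.03 over 28 genes (adjusted p = 0.49), with 0 higher, 1 lower and 0 adjusted over the list alone, and immediate early genes -0.09 over 18 genes (adjusted p = 0.65), with 0 higher, 2 lower and 0 adjusted over the list alone. Inflammation genes had 0.16 over 23 genes (adjusted p = 0.18), with 1 higher, 0 lower and 0 adjusted over the list alone. Heterophil and defence peptide genes had 0.17 over 12 genes (adjusted p = 0.37), with 4 higher, 1 lower and 0 adjusted over the list alone, and AvBD4, a defensin with a dim control signal of 4.83, at 2.30. Their medians were -0.53, 0.51 and 0.51 in the 3 CAMs, and without VEGF CAM 1 the heterophil and defence peptide genes passed (adjusted p = 0.020). Macrophage and leukocyte markers had a median of -0.10 and a mean of 0.04 over 24 genes (adjusted p = 0.58), so that their sign is open, with 2 higher, 0 lower and 0 adjusted over the list alone, and the mannose receptor MRC1 at 1.58. Acid and ion transport genes had 0.14 over 27 genes (adjusted p = 0.43), with 3 higher, 1 lower and 0 adjusted over the list alone. Without VEGF CAM 2 the sign of some medians turned, to -0.13 in gene list shift: inflammation and acute phase, -0.0736 in gene list shift: heterophil and defence peptide genes, -0.0297 in gene list shift: acid and ion transport of the CAM, -0.0113 in gene list shift: hypoxia and glycolysis and -0.000172 in gene list shift: kinesins of transport and other roles, so that the direction of these lists is open. Reference genes had -0.05 over 12 genes (adjusted p = 0.88), with 0 higher, 0 lower and 0 adjusted over the list alone.

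The 15 genes with the largest log2 ratios in all 3 comparisons, led by SC5D at 4.23 and the mitotic kinesin KIF14 at 3.64, had control signals from 1.23 to 3.33, near the lowest of the array, so that the size of these ratios depends on the background. The 15 with the smallest, led by CMTR1 at -4.24 and ISM2 at -3.73, had control signals from 28.3 to 99.3. Some of them reach the background on VEGF-A arrays. BG8 read 5.41, 21.5 and 5.01, all above the floor, so the floor could not change its log2 ratio of -3.57. With the offset the BG8 log2 ratio was -1.64. CMTR1 read 1.18, 1.04 and 11.9 in VEGF CAMs 1, 2 and 3, and the CMTR1 log2 ratio was -3.29 with the floor and -1.10 with the offset. Signals of the hybridisation spike BioB were 132 on the control array and 82.3, 204 and 129 on the arrays of VEGF CAMs 1, 2 and 3.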
